# Characterization of key triacylglycerol biosynthesis processes in rhodococci

**DOI:** 10.1038/srep24985

**Published:** 2016-04-29

**Authors:** Sawsan Amara, Nicolas Seghezzi, Hiroshi Otani, Carlos Diaz-Salazar, Jie Liu, Lindsay D. Eltis

## Abstract

Oleaginous microorganisms have considerable potential for biofuel and commodity chemical production. Under nitrogen-limitation, *Rhodococcus jostii* RHA1 grown on benzoate, an analog of lignin depolymerization products, accumulated triacylglycerols (TAGs) to 55% of its dry weight during transition to stationary phase, with the predominant fatty acids being C16:0 and C17:0. Transcriptomic analyses of RHA1 grown under conditions of N-limitation and N-excess revealed 1,826 dysregulated genes. Genes whose transcripts were more abundant under N-limitation included those involved in ammonium assimilation, benzoate catabolism, fatty acid biosynthesis and the methylmalonyl-CoA pathway. Of the 16 *atf* genes potentially encoding diacylglycerol *O*-acyltransferases, *atf8* transcripts were the most abundant during N-limitation (~50-fold more abundant than during N-excess). Consistent with Atf8 being a physiological determinant of TAG accumulation, a Δ*atf8* mutant accumulated 70% less TAG than wild-type RHA1 while *atf8* overexpression increased TAG accumulation 20%. Genes encoding type-2 phosphatidic acid phosphatases were not significantly expressed. By contrast, three genes potentially encoding phosphatases of the haloacid dehalogenase superfamily and that cluster with, or are fused with other Kennedy pathway genes were dysregulated. Overall, these findings advance our understanding of TAG metabolism in mycolic acid-containing bacteria and provide a framework to engineer strains for increased TAG production.

Rhodococci are mycolic acid-producing Actinobacteria that are of burgeoning importance in environmental and biotechnological applications due in part to their ability to catabolize a remarkably wide range of organic compounds^1^. Many strains of *Rhodococcus* genus are oleaginous, producing and accumulating large quantities of triacylglycerols (TAGs). TAG accumulation occurs under conditions of carbon excess when the bacterium is subject to non-carbon nutritional stress, such as nitrogen limitation^2^. TAGs can constitute up to 85% of the cellular dry weight (CDW)^3^,^4^ and are stored as lipid droplets (LD), organelle-like structures with defined protein composition^5^. The oleaginous nature of rhodococci has taken on new importance given the potential of these strains to degrade lignocellulosic biomass^6^,^7^,^8^ and the potential of TAGs as a feedstock for biotechnological applications such as feed additives, cosmetics, oleochemicals, lubricants and biofuels^9^,^10^.

In rhodococci and other Actinobacteria, TAG biosynthesis occurs via the Kennedy pathway (Fig. 1)^11^. In this pathway, *sn*-glycerol–3-phosphate is sequentially acylated with fatty acyl-CoAs by glycerol-3-phosphate *O*-acyltransferase (GPAT, encoded by *plsB*) and 1-acylglycerol–3-phosphate *O*-acyltransferase (AGPAT, encoded by *plsC*) to yield phosphatidic acid. Phosphatidic acid is then dephosphorylated to diacylglycerol (DAG), in a reaction proposed to be catalyzed by a type 2 phosphatidic acid phosphatase (PAP2)^12^. In the final step, *sn*-3 acylation of the DAG is catalyzed by a wax ester synthase/DAG *O*-acyltransferase (WS/DGAT) encoded by an *atf* gene. Despite this knowledge, efforts to understand TAG biosynthesis in rhodococci have been complicated by the occurrence of multiple homologs of Kennedy pathway enzymes in these bacteria and the lack of biochemical or molecular genetic characterization.

The multiplicity of TAG biosynthetic enzymes is exemplified by the number of predicted WS/DGATs in *Rhodococcus opacus* PD630 and *Rhodococcus jostii* RHA1: PD630 contains 17 *atf* homologs^13^ and RHA1 contains 16^2^ including three homologs of *atf14* whose gene products share 98% amino acid sequence identity^14^. The homologs are numbered differently in the two strains, but are numbered here according to RHA1 unless otherwise indicated (Fig. 1). Deletion of either *atf1*_PD630_ or *atf2*_PD630_ of PD630, corresponding respectively to *atf3* and *atf6* in RHA1, resulted in a 30–50% decreased fatty acid (FA) content during stationary phase compared to the wild-type using gluconate as a growth substrate^13^,^15^. Nevertheless, Atf1_PD630_ appears to be a WS based on its activity in *Escherichia coli* extracts while Atf2_PD630_ had a higher DGAT activity^15^. Transcriptomic studies in PD630 further indicated that the homologs of Atf6, Atf8 and Atf10 are highly expressed during TAG accumulation^16^. The Atf6 and Atf8 homologs were further implicated in TAG accumulation by virtue of their association with LDs. Interestingly, the homolog of Atf9 was highly repressed during TAG accumulation^16^. These results are consistent with recent proteomic studies of RHA1 which revealed that Atf6, Atf8 and Atf10 are more abundant in RHA1 under lipid storage conditions^17^. Nevertheless, the precise roles of the different WS/DGATs in wax ester (WE) and TAG biosynthesis, respectively, remain largely unknown.

Proteomics and transcriptomics studies have identified a number of other genes involved in TAG biosynthesis and have begun to provide a more integrated view of this biosynthesis with respect to cellular metabolism. Whole cell proteomic studies in gluconate-grown RHA1 have indicated that a number of metabolic pathways are up-regulated during TAG accumulation including the Entner-Doudoroff pathway, the pentose-phosphate shunt, branched-chain amino acid catabolism and the methylmalonyl-CoA pathway^17^. Upwards of 261 genes have been implicated in the metabolism of TAGs in PD630 based on metabolic reconstruction and bioinformatic analyses^14^. Proteomic studies have also identified 228 LD-associated proteins in RHA1, the two most abundant of which were RHA1_RS10270 (formerly Ro02104) and PspA^5^. The former includes a predicted apolipoprotein domain and was annotated as “microorganism lipid droplet small” (MLDS) because its deletion yielded larger LDs. Similarly, 177 LD-associated proteins were found to be differentially produced under lipid-accumulating conditions in PD630, including the MLDS homolog^16^, previously identified as TadA^18^. In these studies, the LD-associated proteins were predicted to be involved in a remarkably wide variety of cellular processes. Finally, *ltp1*, encoding a novel lipid transporter and clustered with several TAG biosynthetic genes, was identified to play a role in lipid homeostasis of RHA1^19^.

Herein we describe whole transcriptomic analyses to elucidate the basis of N-mediated accumulation of TAGs in RHA1. Benzoate was used as a growth substrate because RHA1 grows well on this aromatic acid, similar to lignin depolymerization products, and catabolizes it via the β-ketoadipate pathway to yield acetyl-CoA and succinate^20^. The transcriptomic data were analyzed to further our understanding of how TAG biosynthesis is coordinated with metabolism in rhodococci. In addition, the role of a key *atf* gene was validated using targeted gene deletion. Phenotypic characterization included the determination of TAG content of whole cells and LDs. Finally, the studies identified a previously overlooked superfamily of enzymes that appear to be involved in TAG biosynthesis. The findings are discussed with respect to the engineering of rhodococcal strains for biotechnological applications.

## Results

### Accumulation of lipids in RHA1 under conditions of nitrogen limitation

To define N-limited conditions under which RHA1 accumulates TAGs, the strain was grown on 20 mM benzoate as sole growth substrate in M9 minimal medium, which contains 1 g l^−1^ ammonium chloride, or an otherwise chemically identical medium containing 0.05 g l^−1^ ammonium chloride. The cells had shorter doubling times on N-rich vs. N-limiting media, and grew to ~3-fold higher density in the N-rich medium (Fig. S1). The residual ammonium in the media at the time of harvesting the cells at early stationary phase was 0.73 g l^−1^ for N-rich and 0.001 g l^−1^ for N-limiting media. At these time points, the residual benzoate was undetectable (<80 μM) in N-rich media and 9.45 mM in N-limiting media. Based on these results, the two growth conditions were identified as N-excess and N-limited, respectively. The two cultures had similar pH values of 7.0 at early stationary phase. Finally, the growth yield (CDW) at the transition phase sampling time was 0.29 ± 0.03 mg ml^−1^ under conditions of N-limitation (72 h) and 0.78 ± 0.06 mg ml^−1^ under conditions of N-excess (91 h).

The neutral lipid content of whole cells was analyzed under N-excess and N-limited conditions at each of two time points: exponential growth and during the transition phase (*i.e*., from exponential growth to stationary phase). TLC analyses of total lipid extracts revealed that RHA1 accumulated significantly more TAGs in the N-limited condition during the transition phase (Fig. 2A). GC-MS analyses were performed to quantify the differences in TAG accumulation. During exponential growth under conditions of N-excess, FAs comprised <5% of the cells’ dry weight (Fig. 2B). This increased ~3-fold during the transition phase. By contrast, FAs comprised 12 ± 1% of the dry weight of exponentially growing cells under N-limited conditions, and this increased ~4.6-fold during the transition phase. This result was confirmed by Nile red staining (Fig. S3).

The GC-MS analyses further revealed that the FA profile depended on the growth phase of the cells. Thus, during exponential growth under N-limited conditions, over 80% of the FAs were of even-numbered chain length, with the major species being C16:0, C18:0 and C18:1 (Fig. 2C). By contrast, less than 60% of the FAs were of even-numbered chain length during the transition phase, with a significant decrease in the proportions of C18:0 and C18:1 species and an increase in the proportions of C15:0, C17:1, and especially C17:0 (~3-fold increase). The proportion of the most abundant FA, C16:0, was unchanged.

### Transcriptomic studies of RHA1 under different nitrogen conditions

To investigate the basis of TAG accumulation under N-limitation as well as how this biosynthesis is coordinated with cellular metabolism, we performed whole transcriptome analyses using RNA-seq. RHA1 was grown under N-excess and N-limited conditions, respectively, and the transcriptomes were analyzed at the same growth phases as the lipid analyses: exponential and transitional. To maximize rRNA depletion prior to cDNA library construction, a custom-designed depletion protocol using RHA1-specific 23*S* and 16*S* rRNA probes was developed. As summarized in Table S2, the Illumina sequencing provided between 283,000 and 1,263,000 reads that were used for RPKM calculations for each of the sampled conditions. 

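RNA-seq counts were analysed for 8 samples of RHA1, a soil actinomycete that stores triacylglycerols, in 4 groups of 2 replicates: N-excess and N-limited cells, each from exponential growth and from the transition phase. The cultures grew on 20 mM benzoate with 1 g per l ammonium chloride in N-excess and 0.05 g per l in N-limited medium. Transition-phase cells came from 72 h in N-limited and 91 h in N-excess medium. The sample labels call the later phase stationary where the paper calls it transition. The authors depleted rRNA, made directional libraries, trimmed the reads, aligned them with Bowtie 2, set aside rDNA reads and counted the remaining reads per gene with HTSeq. They deposited these counts per gene without normalization. Reads counted on genes in replicates 1 and 2 numbered 196857 and 276489 for N-excess exponential cells and 256753 and 92788 for N-excess transition cells. They numbered 96149 and 254439 for N-limited exponential cells and 657140 and 928534 for N-limited transition cells. Adding reads outside annotated genes and ambiguous reads gave totals from 138324 to 1263306 per sample, each equal to the number of reads used for RPKM in the paper's Table S2. Transcript levels are given here as CPM, the count of a gene divided by the sum of the counts on genes in its library and scaled to 1000000, because gene lengths were not used here and RPKM therefore not computed. In the smallest library 3 reads correspond to 32.3 CPM, and in the largest to 3.23 CPM. Fold changes and tests came from 1 edgeR quasi-likelihood model of all 8 samples with TMM normalization, which kept 4076 genes after edgeR's default filter on low counts. A gene was called dysregulated at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold. The residual degrees of freedom were 4 and the common biological coefficient of variation was 0.101. Across genes, the log2 CPM of the 2 replicates correlated with r = 0.956 in N-excess exponential, 0.924 in N-excess transition, 0.898 in N-limited exponential and 0.981 in N-limited transition cells. Genes are not independent replicates, so these values describe the libraries only.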

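In the edgeR model, 2870 of the 4076 tested genes were dysregulated in at least 1 of the 4 comparisons. The low-count filter moved this number most: requiring at least 10 counts in every sample left 673 dysregulated genes. That setting removes any gene with few reads in a single group, atf8 among them, so part of the drop follows from the filter itself. Without a low-count filter 3321 genes were dysregulated. With DESeq2 in place of edgeR the number was 2259. Replicates 1 and 2 of each condition share their numbers in the labels, so the model was also fitted with the replicate number as a block, which gave 2847 genes. The deviations of same-numbered samples from their group means correlated across genes with r = -0.00859 between the 2 transition-phase groups and r = -0.0106 between the 2 exponential groups, which gives no sign that the numbers pair the samples.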

A total of 2,527 genes were validated as being dysregulated in at least one of the comparisons between each of four experimental conditions (>2-fold change in abundance and p-value < 0.05; Table S3). 

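Between N-limited and N-excess cells in the transition phase, 2061 genes were dysregulated in the edgeR model, of which 1042 were more abundant and 1019 less abundant under N-limitation. This is 50.6% of the tested genes. With the replicate number as a block the count was 2038, and the pairing taken from the labels had a same-numbered correlation of -0.00859. The filter that required at least 10 counts in every sample gave 485 genes, and DESeq2 gave 1653. After every library was thinned to the 92788 reads of the smallest, 1280 genes were dysregulated.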

In comparing the data sets, the greatest differences were observed between the two sets of data from the transition phase, with 1,826 genes dysregulated. 

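In exponentially growing cells, 1031 genes were dysregulated between the nitrogen conditions, 583 more abundant and 448 less abundant under N-limitation. The count with the replicate block was 1028, with a same-numbered correlation of -0.0106. DESeq2 called 678 genes.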

Between the two data sets from exponentially growing cells, 779 genes were dysregulated. 

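In N-limited cells, 693 genes were dysregulated between the transition phase and exponential growth, 367 rising and 326 falling. The fit with the replicate block also gave 693 genes, with a same-numbered correlation of 0.0452. DESeq2 called 432 genes. The 2 N-limited exponential libraries differed in depth, with 96149 and 254439 reads on genes, which limits the sensitivity of comparisons that involve them. Depth alone does not explain why this comparison had the fewest genes. With every library thinned to the smallest it had 408 to 464 across 20 draws. The comparison of nitrogen conditions in exponential growth had 611 to 677.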

In cells growing under N-limited conditions, 482 genes had transcripts of different abundances during the transition phase versus exponential growth. 

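In N-excess cells, 1599 genes were dysregulated between the transition phase and exponential growth, 846 rising and 753 falling. The replicate block gave 1575 genes, with a same-numbered correlation of 0.00518, and DESeq2 gave 1189.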

In cells growing under conditions of N-excess, 1,324 genes were dysregulated between the two growth phases. 

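The transition-phase comparison of nitrogen conditions held the largest number of dysregulated genes, 2061, against 1599 between growth phases in N-excess cells, 1031 between nitrogen conditions in exponential cells and 693 between growth phases in N-limited cells. When all libraries were thinned to the size of the smallest, its count lay between 1238 and 1286 across 20 draws, and the next largest, between growth phases in N-excess cells, between 1009 and 1066. The paper reasons from the size of this difference, together with the higher lipid content, to its focus on the transition phase.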

In subsequent analyses, we focused on differences between cells in transition because (a) lipids accumulated to higher levels under these conditions and (b) the greatest differences in the transcriptomes were observed. The 1,826 genes that were dysregulated under these conditions include many involved in a variety of processes as summarized in Fig. 3, Table S4, and below.

Nitrogen metabolism – Genes known or predicted to be involved in N metabolism were among the most highly dysregulated (Table S4). Indeed, the transcripts of genes encoding two nitrite reductases (*nasDE* and *RHA1_RS31125-RHA1_RS31145*) were ~100- and 500-fold more abundant, respectively, during the transition phase of N-limited cells. 

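The nitrite reductase genes nasD and nasE and the genes of the second cluster that were tested were all more abundant in N-limited transition-phase cells, with log2 fold changes from 6.76 to 9.81 among 7 genes. Levels of nasD were 2392 ± 176 CPM (SD, n = 2) under N-limitation and 15.1 ± 6.15 CPM under N-excess, a log2 fold change of 7.11 (SE 0.34, edgeR adjusted p = 1.93e-16) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For RHA1_RS31130 the levels were 5422 ± 1087 and 7.34 ± 4.87 CPM, with a log2 fold change of 9.81 (SE 0.42, edgeR adjusted p = 1.50e-17) in the same edgeR test. Each N-excess transition library held few or no reads on these genes, so the size of the fold changes depends on how the model treats counts near 0. With DESeq2's moderated fold changes, RHA1_RS31130 was 539.9-fold and nasE 111.1-fold more abundant, against 899.8-fold and 211.4-fold in edgeR. The difference was already present in exponential cells, where all 7 genes were called and the median log2 fold change was 7.52.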

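All 3 glutamate dehydrogenase homologs were less abundant in N-limited than in N-excess transition-phase cells. The log2 fold changes in edgeR were -1.95 (SE 0.24, edgeR adjusted p = 5.75e-08) for RHA1_RS02795, -1.49 (SE 0.17, edgeR adjusted p = 9.92e-09) for RHA1_RS06755 and -4.29 (SE 0.37, edgeR adjusted p = 6.35e-11) for RHA1_RS14810. Of the glnA homologs, RHA1_RS05590 stood at 443 ± 36.4 CPM (SD, n = 2) against 61.1 ± 20.3 CPM, a log2 fold change of 3.03 (SE 0.26, edgeR adjusted p = 4.65e-11) in edgeR. RHA1_RS13730 had 88.3 ± 0.0354 CPM under N-limitation and no reads in either N-excess transition library, where 3 reads would have been 11.7 and 32.3 CPM. Its log2 fold change of 8.00 (edgeR adjusted p = 2.47e-06) in edgeR is therefore a rough figure.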

Dysregulated genes potentially involved in assimilating ammonium included three encoding homologs of glutamate dehydrogenase (*RHA1_RS02795*, *RHA1_RS06755* and *RHA1_RS14810*) whose transcripts were less abundant and of two *glnA* homologs (*RHA1_RS05590* and *RHA1_RS13730*) whose transcripts were more abundant.

Growth substrate catabolism – Transcripts of the benzoate catabolic genes^20^ were also highly abundant during the transition phase due to N-limitation (Table S4). These include the genes encoding the uptake of benzoate and its transformation to catechol (*benABCDK*), the cleavage and transformation of the catechol (*catA1BC*) and the β-ketoadipate pathway (*pcaJ1I* and *pcaHBGLRF*) that yields acetyl-CoA and succinate. 

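All 16 benzoate catabolic genes named were more abundant in N-limited than in N-excess transition-phase cells, with log2 fold changes from 4.71 to 10.41 and a median of 7.80 in edgeR's quasi-likelihood model. Transcripts of benA stood at 7308 ± 305 CPM (SD, n = 2) under N-limitation and 51.8 ± 18.2 CPM under N-excess, a log2 fold change of 7.31 (SE 0.23, edgeR adjusted p = 2.65e-20). For catA1 the levels were 5255 ± 447 and 27.4 ± 22.2 CPM, with a log2 fold change of 8.01 (SE 0.28, edgeR adjusted p = 1.90e-19). Transcripts of pcaF stood at 552 ± 41.7 and 5.84 ± 8.26 CPM, a log2 fold change of 5.97 (SE 0.39, edgeR adjusted p = 1.78e-13). In exponential growth the median log2 fold change between nitrogen conditions was 0.65, and benA stood at 9018 ± 1398 CPM in N-limited and 10208 ± 75.1 CPM in N-excess cells. Between exponential growth and the transition phase the median log2 fold change was -6.87 in N-excess cells and 0.36 in N-limited cells. The pca genes differed in part: 5 of them, among them pcaL with 2.88 and pcaF with 1.59 on the log2 scale, were already called more abundant under N-limitation in exponential growth. By the paper's measurements at harvest, benzoate was no longer detectable in N-rich medium but remained in N-limited medium. Benzoate supply therefore differed between the transition-phase groups along with nitrogen.

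**Figure D1:**
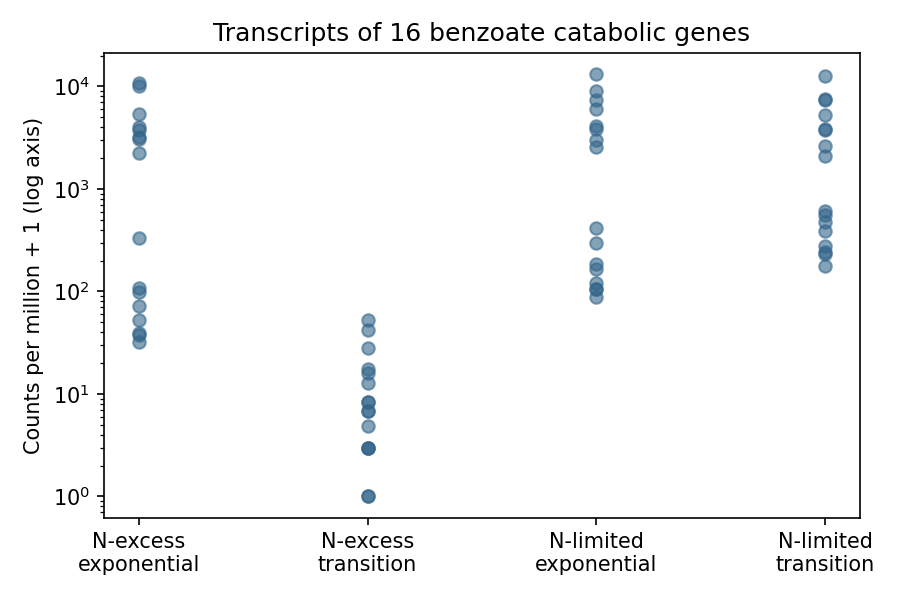
Mean CPM plus 1 (log axis, n = 2 per condition) of each of the 16 benzoate catabolic genes in the 4 conditions, one point per gene. Levels of benA are 10208 CPM in N-excess exponential, 51.8 in N-excess transition, 9018 in N-limited exponential and 7308 in N-limited transition cells.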

The RNA-seq data further revealed that these genes are organized into the 4 operons indicated in parentheses. The transcripts of several pathways that catabolize other growth substrates were less abundant under these conditions, such as phenylacetate (*paa*;)^21^. However, these had very low average RPKM values under conditions of N-limitation (Table S2).

Kennedy pathway – As summarized in Fig. 1 and Table S4, RHA1 contains multiple homologs of the Kennedy pathway enzymes, some of which have not been previously identified. Many of these genes are not clustered in the genome and their physiological roles have not been experimentally validated. A notable exception is *atf9*, *plsB* and *plsC*, predicted to encode each of the three acyltransferases of the Kennedy pathway. These genes were transcribed as an operon and *atf9* was the most abundant *atf* transcript under conditions of N-excess (Fig. 4). However, this transcript was 5.4-fold less abundant during transition phase under N-limitation (Table S4).

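In N-excess transition-phase cells atf9 (RHA1_RS27565) had the highest level of the 16 atf transcripts, 1172 ± 133 CPM (SD, n = 2), followed by atf6 with 605 ± 28.9 CPM and atf4 with 333 ± 62.9 CPM. Its neighbours plsB and plsC (RHA1_RS27555) stood at 2004 ± 91.7 and 646 ± 28.9 CPM. Whether the 3 genes form 1 transcript cannot be read from counts per gene.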

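The atf9 transcript fell from 1172 ± 133 CPM (SD, n = 2) in N-excess to 204 ± 1.34 CPM in N-limited transition-phase cells, a log2 fold change of -2.51 (SE 0.18, edgeR adjusted p = 7.05e-13) in edgeR's quasi-likelihood test, or a signed fold change of -5.71. The other genes of the cluster moved the same way, with log2 fold changes of -2.67 (SE 0.16, edgeR adjusted p = 1.38e-14) for plsB and -2.22 (SE 0.18, edgeR adjusted p = 1.87e-11) for plsC.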

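Of the 16 atf genes, 11 had enough reads to be tested, and 4 were called more abundant and 5 less abundant in N-limited than in N-excess transition-phase cells by edgeR with Benjamini-Hochberg adjustment. More abundant were atf7, atf8, atf10 and atf13 (RHA1_RS38620), and less abundant were atf4, atf5, atf6, atf9 and atf11 (RHA1_RS33510). The log2 fold change of atf11 was -1.95 (SE 0.56, edgeR adjusted p = 0.00402) in edgeR and -1.74 (adjusted p = 0.108) in DESeq2, so its call depends on the tool. With each sample left out it ran from -2.55 to -0.80, and the smallest of these changes lay below the 2-fold limit. Transcripts of atf2 and atf3 were not called, with log2 fold changes of 0.65 (SE 0.55, edgeR adjusted p = 0.318) and 0.36 (SE 0.43, edgeR adjusted p = 0.492) in edgeR. The other 5 genes, atf1, atf12 and the 3 atf14 genes, stood at 6.72 CPM (atf1), 6.59 CPM (atf12) and 8.52, 4.53 and 5.20 CPM (atf14a, atf14b and atf14c) under N-limitation, which is near the smallest level these libraries can show.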

Of RHA1’s 16 *atf* homologs predicted to encode WS/DGATs, eight were dysregulated during the transition phase under conditions of different N availability. Those with the most abundant transcripts during N-limitation were *atf8* and *atf10* (Fig. 4A), which were respectively 49- and 6-fold more abundant under this condition (Table S4). By contrast, the most abundant *atf* transcripts during N-excess were *atf9*, *atf6* and *atf4*, which were 5.4-, 4.3- and 2.3-fold more abundant, respectively, under this condition. 

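In N-limited transition-phase cells the highest atf levels were those of atf8 (RHA1_RS26160), 1512 ± 14.0 CPM (SD, n = 2), and atf10 (RHA1_RS30960), 448 ± 45.0 CPM, followed by atf9 with 204 ± 1.34 and atf7 with 179 ± 29.0 CPM. In N-excess transition-phase cells atf8 stood at 22.9 ± 17.2 CPM and atf10 at 66.3 ± 32.9 CPM. The log2 fold change of atf8 was 5.73 (SE 0.28, edgeR adjusted p = 2.36e-16) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is 53.2-fold, and that of atf10 was 2.56 (SE 0.26, edgeR adjusted p = 1.06e-09), which is 5.88-fold. The 2 N-excess replicates of atf8 differed, and leaving out 1 sample at a time gave log2 fold changes from 5.40 to 7.18. For atf10 the same fits gave values from 2.30 to 3.46. The atf8 transcript was also more abundant under N-limitation in exponential growth, with a log2 fold change of 2.85 (SE 0.19, edgeR adjusted p = 1.24e-12).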

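In N-excess transition-phase cells the highest atf levels were 1172 ± 133 CPM (SD, n = 2) for atf9, 605 ± 28.9 CPM for atf6 and 333 ± 62.9 CPM for atf4, against 204 ± 1.34, 132 ± 11.4 and 135 ± 18.3 CPM in N-limited cells. The log2 fold changes, N-limited over N-excess, were -2.51 (SE 0.18, edgeR adjusted p = 7.05e-13) for atf9, -2.16 (SE 0.17, edgeR adjusted p = 1.31e-11) for atf6 and -1.22 (SE 0.22, edgeR adjusted p = 2.26e-05) for atf4 in edgeR's quasi-likelihood test. The change of atf4 lay close to the 2-fold limit: with at least 10 counts required in every sample it was -0.95 (adjusted p = 0.000846, edgeR) and no longer called.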

During exponential growth under conditions of N-excess, *atf6* and *atf9* were the most abundant *atf* transcripts. 

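In exponential growth under N-excess the highest atf levels were 566 ± 54.1 CPM (SD, n = 2) for atf6 and 383 ± 16.5 CPM for atf9, followed by atf10 with 243 ± 1.07 CPM and atf8 with 214 ± 6.12 CPM.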

The respective operonic structures of these genes could be deduced from the RNA-seq data, except for that of *atf10* (Fig. 4B). 

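Of the genes beside atf10, RHA1_RS30965 was not called between nitrogen conditions in the transition phase, with 206 ± 23.1 CPM (SD, n = 2) under N-limitation, 203 ± 33.3 CPM under N-excess and a log2 fold change of 0.10 (SE 0.21, edgeR adjusted p = 0.708) in edgeR. The next 3 genes were more abundant under N-limitation, with log2 fold changes of 1.08 (SE 0.16, edgeR adjusted p = 8.72e-07) for RHA1_RS30970, 1.36 (SE 0.16, edgeR adjusted p = 4.11e-08) for RHA1_RS30975 and 2.75 (SE 0.18, edgeR adjusted p = 1.40e-13) for RHA1_RS30980. On the other side of atf10, RHA1_RS30955 had a log2 fold change of 3.04 (SE 0.41, edgeR adjusted p = 3.02e-07). With thinned counts RHA1_RS30970 fell below the 2-fold limit, at 0.98 (edgeR adjusted p = 0.000116).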

The *atf10* operon has been provisionally identified to include six genes, including two that encode predicted FA desaturases (Table S4), and may be subject to regulation by an antisense RNA at the 3′ end of *RHA1_RS30965* (Fig. 4B). 

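In the transition phase atf5 stood at 54.2 ± 5.61 CPM (SD, n = 2) under N-limitation and 189 ± 8.15 CPM under N-excess, a log2 fold change of -1.78 (SE 0.27, edgeR adjusted p = 1.96e-06) in edgeR. The levels of atf7 were 179 ± 29.0 and 37.6 ± 7.43 CPM, with a log2 fold change of 2.15 (SE 0.33, edgeR adjusted p = 2.09e-06). For atf13 (RHA1_RS38620) they were 23.7 ± 13.8 CPM and no reads in either N-excess transition library, so its log2 fold change of 6.03 (edgeR adjusted p = 0.0043) is a rough figure.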

The *atf5*, *atf7* and *atf13* genes were also dysregulated during the transition phases, but their transcript levels were significantly lower overall.

The data provide interesting insight into RHA1’s other potential Kennedy pathway genes. Thus, of the eight genes predicted to encode AGPATs^17^,^19^ sharing 20–60% amino acid sequence identity, the transcripts of three were more abundant under N-limitation: *RHA1_RS05380*, *plsC2* and *RHA1_RS19675*. 

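Of the 8 AGPAT genes, 6 had enough reads to be tested in the transition phase. The log2 fold changes in edgeR, N-limited over N-excess, were 1.81 (SE 0.20, edgeR adjusted p = 8.62e-09) for RHA1_RS05380, 2.50 (SE 0.35, edgeR adjusted p = 5.54e-07) for plsC2 and 1.53 (SE 0.51, edgeR adjusted p = 0.011) for RHA1_RS19675. The call of RHA1_RS19675 depends on the tool, since DESeq2 gave 1.59 (adjusted p = 0.121). plsC was less abundant, -2.22 (SE 0.18, edgeR adjusted p = 1.87e-11), and RHA1_RS09865 and RHA1_RS10035 were not called, -0.42 (SE 0.21, edgeR adjusted p = 0.0891) and -0.42 (SE 0.18, edgeR adjusted p = 0.0388).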

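RHA1_RS05380 had 697 ± 54.2 CPM (SD, n = 2) in N-limited transition-phase cells, against 288 ± 12.6 CPM for RHA1_RS10035, 178 ± 6.52 CPM for plsC2 and 50.3 ± 4.15 CPM for RHA1_RS19675. It made up 45.5 ± 2.89% (SD, n = 2) of the counts on the 8 AGPAT genes. These shares are not corrected for gene length.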

Of these, *RHA1_RS05380* was the most highly transcribed under N-limitation based on RPKM average values (Table S3), accounting for 50% of the AGPAT transcripts under these conditions. 

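In the transition phase RHA1_RS19680 had 30.6 ± 8.31 CPM (SD, n = 2) under N-limitation and 10.8 ± 15.2 CPM under N-excess, a log2 fold change of 2.32 (SE 0.91, edgeR adjusted p = 0.029) in edgeR, while DESeq2 gave 2.24 (adjusted p = 0.162). With each sample left out it ran from 0.557 to 6.59. plsC2 and RHA1_RS19675 moved in the same direction, with log2 fold changes of 2.50 and 1.53. Their arrangement in 1 transcript cannot be read from counts per gene.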

The RNA-seq data further indicate that *plsC2* and *RHA1_RS19675* occur in an operon with *RHA1_RS19680* (Fig. 4B), predicted to encode a haloacid dehalogenase (HAD)-type hydrolase. By contrast, no transcripts of genes encoding PlsB or PAP2 were more abundant under these conditions: transcripts of the lone *plsB* homolog were less abundant, as noted above, while transcripts encoding the four PAP2 homologs were present at very low levels.

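Transcripts of plsB fell from 2004 ± 91.7 CPM (SD, n = 2) in N-excess to 305 ± 36.9 CPM in N-limited transition-phase cells, a log2 fold change of -2.67 (SE 0.16, edgeR adjusted p = 1.38e-14) in edgeR. None of the 4 PAP2 genes passed the low-count filter. In N-limited transition-phase cells RHA1_RS15260 had 4.98 ± 0.58 CPM, RHA1_RS24305 3.14 ± 0.133 CPM and RHA1_RS38180 2.38 ± 1.21 CPM, and RHA1_RS00400 had no read in any of the 8 libraries. The 4 together gave 10.5 ± 1.92 CPM, where 3 reads are 4.57 and 3.23 CPM in the 2 libraries. No difference between nitrogen conditions was detectable at this depth.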

RHA1 genome contains at least 34 genes predicted to encode TAG lipases^2^, of which three are annotated as TAG lipases. The transcript of one of these, *RHA1_RS09230* was 16-fold less abundant during transition phase under N-limitation (Table S4) while those of the other two were at similar levels under the two conditions. 

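RHA1_RS09230 had 3.14 ± 0.133 CPM (SD, n = 2) in N-limited and 67.8 ± 19.7 CPM in N-excess transition-phase cells, a log2 fold change of -4.39 (SE 0.57, edgeR adjusted p = 1.45e-07) in edgeR. The other TAG lipase genes did not pass the low-count filter. RHA1_RS13005 had 4.21 ± 1.66 CPM under N-limitation and no reads under N-excess, and RHA1_RS23045 had no reads under N-limitation and 12.7 ± 12.5 CPM under N-excess. A difference in RHA1_RS13005 was not detectable at this depth, where 3 reads in the N-excess libraries are 11.7 and 32.3 CPM. For RHA1_RS23045 the N-excess level rests on 1 and 2 reads, and the gene was not tested. In the N-limited libraries 3 reads are 4.57 and 3.23 CPM, so depth there does not exclude a lower level under N-limitation.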

Overall, the transcripts of the three TAG lipases were 10-fold less abundant (Fig. 3). 

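Summed over the 3 TAG lipase genes, the level was 11.0 times as high in N-excess as in N-limited transition-phase cells (SD of the ratio between replicates paired by number 3.76, n = 2). The numbers gave no sign of pairing the samples, so this SD depends on an arbitrary pairing. Leaving out 1 replicate at a time gave ratios from 9.35 to 13.2.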

Interestingly, the most strongly down-regulated gene in this data set, *RHA1_RS16675*, is annotated as an esterase/lipase (Table S4). However, this gene occurs in an operon encoding a predicted monooxygenase (*RHA1_RS16680*), suggesting that it is involved in a process other than TAG hydrolysis.

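RHA1_RS16675 had 9718 ± 50.2 CPM (SD, n = 2) in N-excess transition-phase cells and 2.28 ± 3.23 CPM in N-limited ones, a log2 fold change of -12.04 (SE 0.33, edgeR adjusted p = 6.33e-22) in edgeR. Among the genes called and changed the same way in all replicates it had a large fall, exceeded only by that of its neighbour RHA1_RS16680. Leaving out 1 sample at a time gave log2 fold changes from -14.59 to -10.94 for RHA1_RS16675 and from -13.13 to -12.75 for RHA1_RS16680. Under N-limitation both rest on 3 or fewer reads per library, so the order of the 2 genes is not settled.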

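RHA1_RS16680 had 17475 ± 511 CPM (SD, n = 2) in N-excess and 1.84 ± 0.447 CPM in N-limited transition-phase cells, a log2 fold change of -12.89 (SE 0.27, edgeR adjusted p = 7.66e-24) in edgeR. Both genes were near the detection limit in exponential growth, with 4.35 ± 1.03 and 1.81 ± 2.56 CPM under N-excess.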

LD-associated proteins – Ding *et al.*^5^ identified 228 proteins associated with LDs in RHA1 while Chen *et al.*^16^ identified 177 in PD630. Transcripts associated with 103 of these were more abundant during the transition phase under N-limitation (Table S3). 

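RHA1_RS10270 had 3644 ± 119 CPM (SD, n = 2) in N-limited and 179 ± 66.4 CPM in N-excess transition-phase cells, a log2 fold change of 4.51 (SE 0.21, edgeR adjusted p = 1.01e-16) in edgeR. In exponential growth it had 3137 ± 449.8 and 807 ± 49.9 CPM, a log2 fold change of 2.17 (SE 0.17, edgeR adjusted p = 2.52e-11).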

The dysregulated genes include *RHA1_RS10270*, corresponding to the LD-associated structure-like protein characterized by Ding *et al.*^5^ and TadA in PD630^18^.

Fatty acid biosynthesis and β-oxidation pathways – The RNA-seq data are consistent with increased synthesis of FAs and decreased FA β-oxidation during the transition phase of N-limitation. First, the transcripts of genes encoding two predicted acetyl-CoA carboxylases, *RHA1_RS20530* and *RHA1_RS14290*, were ~100-fold more abundant. These enzymes catalyze the first committed step in fatty acid biosynthesis by transforming acetyl-CoA to malonyl-CoA, an FA building block. 

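RHA1_RS20530 had 6540 ± 655 CPM (SD, n = 2) in N-limited and 48.4 ± 7.81 CPM in N-excess transition-phase cells, a log2 fold change of 7.16 (SE 0.25, edgeR adjusted p = 1.90e-19) in edgeR, which is 142.8-fold. For RHA1_RS14290 the levels were 92.3 ± 3.53 and 1.95 ± 2.75 CPM, and the log2 fold change was 4.87 (SE 0.74, edgeR adjusted p = 1.90e-06), which is 29.3-fold. The lower value of RHA1_RS14290 rests on few reads in the N-excess libraries.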

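RHA1_RS14295 had 311 ± 47.9 CPM (SD, n = 2) in N-limited and 3.89 ± 5.51 CPM in N-excess transition-phase cells. Its log2 fold change in edgeR was 5.71 (SE 0.47, edgeR adjusted p = 1.87e-11), and that of RHA1_RS14290 was 4.87 (SE 0.74).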

Interestingly, *RHA1_RS14290* is co-transcribed with *RHA1_RS14295* which encodes a formyl-CoA transferase. Secondly, RHA1 harbors two FA synthases (FASs): FAS-I, encoded by *fas*, synthesizes FAs from C14 to C24 chain length in Actinobacteria^22^,^23^; and FAS-II, encoded by *acpS, fabD*, *acpP*-*fabF*, *fabG, pccB* and *accC2*, produces mycolic acids from the FAs generated by FAS-I^24^. 

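The fas transcript had 12425 ± 646 CPM (SD, n = 2) in N-limited and 94.6 ± 42.4 CPM in N-excess transition-phase cells, a log2 fold change of 6.88 (SE 0.25, edgeR adjusted p = 4.47e-19) in edgeR, which is 118.0-fold. Of 8 FAS-II genes, 7 were called more abundant, with the largest change in acpS, 447 ± 54.6 against 3.89 ± 5.51 CPM and a log2 fold change of 6.21 (SE 0.45, edgeR adjusted p = 1.47e-12), or 74.2-fold. The log2 fold changes of fabD, acpP, fabF, pccB and accC2 were 3.71, 3.41, 3.32, 3.44 and 3.70. The 2 genes annotated fabG moved in opposite directions, RHA1_RS14735 by 4.13 (SE 0.42, edgeR adjusted p = 1.46e-09) and RHA1_RS25440 by -2.56 (SE 0.23, edgeR adjusted p = 1.21e-10).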

Transcripts of *fas* were 115-fold more abundant while those of genes encoding FAS-II were up to 100-fold more abundant. 

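RHA1_RS42105 had 187 ± 14.5 CPM (SD, n = 2) in N-limited and 28.3 ± 9.54 CPM in N-excess transition-phase cells, a log2 fold change of 2.58 (SE 0.38, edgeR adjusted p = 9.84e-07) in edgeR, which is 5.99-fold.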

Consistent with the synthesized FAs being incorporated into TAGs, the transcript of *RHA1_RS42105*, encoding a predicted long chain fatty acid CoA ligase, was 6-fold more abundant. 

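The 3 acyl-CoA dehydrogenase genes the paper names here were less abundant in N-limited than in N-excess transition-phase cells. RHA1_RS28800 had 19.1 ± 3.39 against 627 ± 43.5 CPM (SD, n = 2), a log2 fold change of -4.94 (SE 0.23, edgeR adjusted p = 1.07e-16) in edgeR. RHA1_RS31290 had 33.6 ± 6.34 against 1336 ± 122 CPM, a log2 fold change of -5.28 (SE 0.22, edgeR adjusted p = 9.79e-18), and RHA1_RS36275 had 16.1 ± 3.01 against 73.2 ± 12.1 CPM, a log2 fold change of -2.24 (SE 0.44, edgeR adjusted p = 8.06e-05). A further acyl-CoA dehydrogenase of Table S4, RHA1_RS14730, moved the other way, with 216 ± 2.33 CPM under N-limitation, no reads in either N-excess transition library and a rough log2 fold change of 9.29 (edgeR adjusted p = 2.70e-10).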

Finally, with respect to β-oxidation, the transcripts of genes encoding acyl-CoA dehydrogenases (*RHA1_RS28800*, *RHA1_RS31290* and *RHA1_RS36275*) were less abundant.

Central metabolic pathways – Transcripts of genes encoding a variety of central metabolic pathways and enzymes were more abundant during the transition phase at N-limitation. These included those encoding the TCA cycle (14 transcriptional units, up to 39-fold more abundant), the methylmalonyl-CoA pathway (three transcriptional units, up to 10-fold), and the Entner-Doudoroff pathway (two transcriptional units, up to 14-fold). 

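Only 3 TCA cycle genes were analysed here, so most of the TCA units the paper counts were not examined. RHA1_RS41555, RHA1_RS30490 and RHA1_RS32320 were all more abundant in N-limited than in N-excess transition-phase cells. Their log2 fold changes in edgeR were 3.77 (SE 0.61, edgeR adjusted p = 5.47e-06), 3.59 (SE 0.24, edgeR adjusted p = 3.12e-13) and 2.23 (SE 0.17, edgeR adjusted p = 4.31e-12). That of RHA1_RS41555 rests on 2 and 0 reads in the N-excess libraries and ran from 3.32 to 7.95 with each sample left out. All 5 genes that Table S4 lists under the methylmalonyl-CoA pathway were called more abundant, with log2 fold changes from 2.25 to 3.41. Of the 14 genes it lists under the pentose phosphate and Entner-Doudoroff pathways, 8 were called more abundant, 2 less abundant and 4 were not called. The largest fold change was 16.6, in RHA1_RS11565. This gene, edd and RHA1_RS11560 were called less abundant under N-limitation in exponential growth (log2 fold changes -2.33, -1.54 and -1.70), where 3 other listed genes were called more abundant. Between growth phases the same genes fell in N-excess cells (-5.42, -4.00 and -3.10) and were not called in N-limited cells.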

According to the KEGG database, RHA1 encodes 24 pyruvate dehydrogenases encoded by 14 different gene clusters (http://www.genome.jp/kegg/). Of these, five are operons whose transcripts were up to 39-fold more abundant under TAG accumulating conditions. 

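Table S4 lists 16 genes under pyruvate dehydrogenase, among them genes of other products such as pyruvate carboxylase (pycA), a transporter and a methyltransferase. Of the 16 genes, 15 had enough reads to be tested in the transition phase. In edgeR 9 were called more abundant and 2 less abundant in N-limited than in N-excess cells, and 4 were not called. The median log2 fold change was 2.51. RHA1_RS16375, a hypothetical protein, had a log2 fold change of 4.82 (SE 0.79, edgeR adjusted p = 6.33e-06), and pdhA3 (RHA1_RS16395) one of 5.31 (SE 0.64, edgeR adjusted p = 4.39e-08). Each had only 1 and 0 reads in the N-excess transition libraries. In exponential growth the median of the set was already 3.07, with 11 genes called more abundant under N-limitation. Between growth phases in N-limited cells the median was -1.18 and no gene was called as rising. RHA1_RS16375 and pdhA3 were called as falling there, with -2.14 and -1.10.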

Among central metabolic enzymes, TadD, an NAD(P)^+^-dependent glyceraldehyde 3-phosphate dehydrogenase, has been proposed to be a hallmark of TAG accumulation in PD630, effectively replacing glyceraldehyde 3-phosphate dehydrogenase (*gapA*) and phosphoglycerate kinase (*pgk*) which are present during vegetative growth^18^,^25^. This enables the cell to use NADPH under conditions of TAG accumulation instead of NADH and ATP. 

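In N-limited transition-phase cells gap1 had 71.7 ± 17.4 CPM (SD, n = 2), against 20.5 ± 1.47 CPM in N-excess cells, a log2 fold change of 1.86 (SE 0.48, edgeR adjusted p = 0.00136) in edgeR, which is 3.64-fold. For gap2 the levels were 586 ± 17.0 and 47.5 ± 39.6 CPM, with a log2 fold change of 4.08 (SE 0.30, edgeR adjusted p = 2.26e-12), which is 16.9-fold. For pgk they were 353 ± 17.1 and 41.5 ± 12.9 CPM, with a log2 fold change of 2.96 (SE 0.27, edgeR adjusted p = 2.28e-10), which is 7.79-fold. With thinned counts gap1 was no longer called, at 1.95 (edgeR adjusted p = 0.0725). With each sample left out, the log2 fold change of gap2 ran from 3.05 to 4.87.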

In RHA1 during TAG accumulation, the transcripts of *gap1* (*RHA1_RS16630*; formerly *ro03427*), *gap2* (*RHA1_RS35030*) and *pgk* (*RHA1_RS35035*) were 3-, 16- and 8-fold more abundant, respectively. Although there appears to be no direct homology of *tadD* in RHA1, three candidates were identified: *RHA1_RS29865*, *RHA1_RS27320* and *RHA1_RS30680*^17^. 

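RHA1_RS29865 was not called between nitrogen conditions in the transition phase, with 76.3 ± 10.4 CPM (SD, n = 2) under N-limitation, 87.4 ± 13.5 CPM under N-excess and a log2 fold change of -0.13 (SE 0.32, edgeR adjusted p = 0.751) in edgeR. It was called less abundant in the transition phase than in exponential growth of N-limited cells, with a log2 fold change of -1.49 (SE 0.24, edgeR adjusted p = 2.65e-05). RHA1_RS30680 was not called in the transition-phase comparison, -0.78 (SE 0.21, edgeR adjusted p = 0.00176). With thinned counts it was called less abundant, at -1.04 (edgeR adjusted p = 0.00711). In the fit to all reads it was called more abundant under N-limitation in exponential growth, 2.52 (SE 0.45, edgeR adjusted p = 5.38e-05), and more abundant in the transition phase than in exponential growth of N-excess cells, 4.02 (SE 0.36, edgeR adjusted p = 2.21e-10). RHA1_RS27320 had too few reads to be tested, with 18.1 ± 1.87 CPM in N-limited and 40.0 ± 26.1 CPM in N-excess transition-phase cells. In exponential growth it had 15.0 ± 6.54 CPM under N-limitation and 7.97 ± 4.08 CPM under N-excess.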

The RNA-seq data indicate that none of these genes were dysregulated under any of the studied conditions (Table S3).

Glyceroneogenesis – Glyceroneogenesis ensures the production of glycerol 3-phosphate, the starting point of the Kennedy pathway^17^,^26^. Two enzymes of glyceroneogenesis are pyruvate carboxylase, which catalyzes the formation of oxaloacetate from pyruvate, and phosphoenolpyruvate carboxykinase, which catalyzes the decarboxylation of oxaloacetate^26^. In RHA1, these are encoded by *pycA* (*RHA1_RS31870*) and *ppc* (*RHA1_RS35050*), respectively. Under N-limiting conditions, transcripts of *pycA* were almost 2-fold less abundant whereas *ppc* transcripts were 6-fold more abundant. 

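The pycA transcript had 102 ± 1.59 CPM (SD, n = 2) in N-limited and 209 ± 70.0 CPM in N-excess transition-phase cells, a log2 fold change of -0.87 (SE 0.24, edgeR adjusted p = 0.00255) in edgeR, below the 2-fold limit. With thinned counts pycA was called less abundant, at -1.07 (edgeR adjusted p = 0.0206). ppc had 1100 ± 28.9 and 196 ± 12.6 CPM, a log2 fold change of 2.53 (SE 0.19, edgeR adjusted p = 3.26e-12), which is 5.78-fold. The ppc difference was also present in exponential growth, 2.66 (SE 0.19, edgeR adjusted p = 2.75e-12).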

The last step of glyceroneogenesis is catalyzed by NAD(P)H-dependent glycerol 3-phosphate dehydrogenase. 

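The gpsA transcript fell from 884 ± 0.271 CPM (SD, n = 2) in N-excess to 150.3 ± 6.95 CPM in N-limited transition-phase cells, a log2 fold change of -2.53 (SE 0.16, edgeR adjusted p = 8.10e-14) in edgeR. gpsA2 stood at 133 ± 5.46 CPM under N-limitation and 34.1 ± 17.8 CPM under N-excess, a log2 fold change of 1.74 (SE 0.34, edgeR adjusted p = 8.08e-05).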

Of the two genes predicted to encode this enzyme in RHA1, transcripts of *gpsA* (*RHA1_RS11710*) were 6-fold less abundant and those of *gpsA2* (*RHA1_RS31815*) were 3.4-fold more abundant.

### RT-qPCR analysis of RHA1 under nitrogen-limitation

The RNA-seq data of selected TAG biosynthesis genes were verified using RT-qPCR and the primers and probes listed in Table S1. Four *atf* genes in addition to *atf8* and *atf10* were included in this analysis: *atf3* and *atf6*, whose homologs in PD630 are physiologically important^13^,^15^; *atf9*, which is part of an operon with *plsC* and *plsB*; and *atf4*, whose product shares 47% amino acid sequence identity with Atf6. The RT-qPCR data largely validated the RNA-seq data although the exact values differed slightly (Table 1). Thus, only the transcripts *atf8* and *atf10* were more abundant during the transition phase under N-limitation (Table S4). By contrast, the transcripts of all the other tested *atf* genes were more abundant under conditions of N-excess, as were the *plsC* and *RHA1_RS16675* (putative esterase/lipase) transcripts. 

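RNA-seq and RT-qPCR values can be set side by side for 8 of the Table 1 genes, since RHA1_RS00400 had no reads. The RNA-seq log2 fold changes of atf8, atf10 and atf4 were 5.73, 2.56 and -1.22, and the paper's RT-qPCR values correspond to 4.81, 1.58 and -2.32. For plsC and atf9 the RNA-seq values were -2.22 and -2.51, against -5.64 and -5.13 in the paper's RT-qPCR. For RHA1_RS16675 they were -12.04 and -10.64. The median absolute difference over the 8 genes was 1.25. sigA, the reference gene of the RT-qPCR, had 1154 ± 16.3 CPM (SD, n = 2) in N-limited and 595 ± 18.1 CPM in N-excess transition-phase cells, a log2 fold change of 0.97 (SE 0.16, edgeR adjusted p = 5.80e-06) in edgeR. This lay just under the 2-fold limit, and with each sample left out it ran from 0.91 to 1.12. sigA was not called in this fit but was called with DESeq2, at 1.02 (adjusted p = 2.26e-06). It was also called in edgeR under several other settings, among them thinned counts, at 1.14, and no low-count filter, at 1.11. With total counts in place of TMM and with the replicate block it stayed uncalled.

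**Figure D2:**
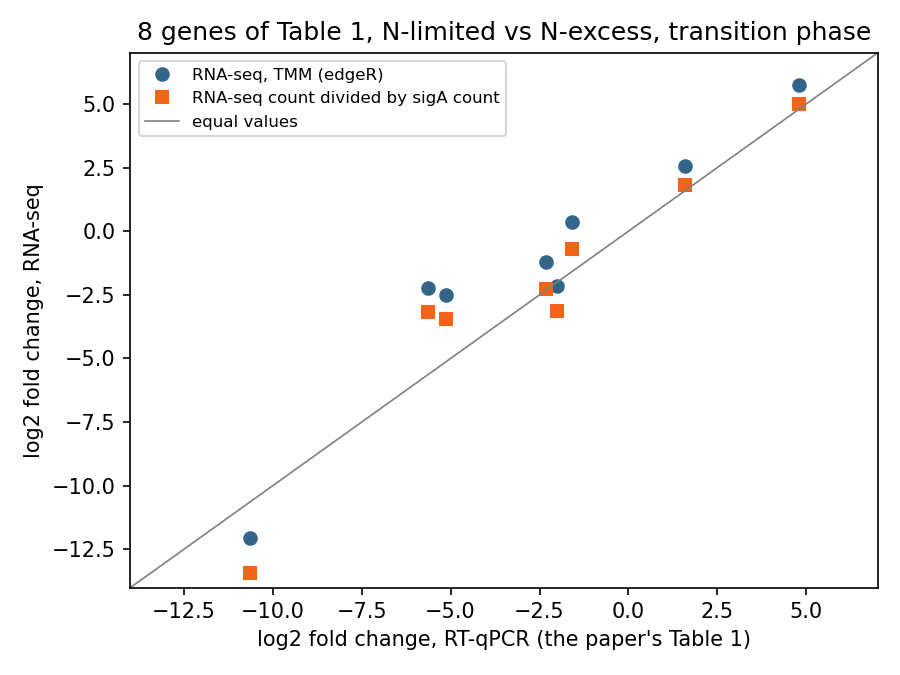
log2 fold changes (N-limited over N-excess, transition phase) of 8 genes by RNA-seq on the y axis against the paper's RT-qPCR values on the x axis, with RNA-seq normalized by TMM (circles) or divided by the sigA count (squares), and a line of equal values. The median absolute difference is 1.25 for the circles and 1.02 for the squares.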

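Of the atf genes in Table 1, atf8 and atf10 were called more abundant in N-limited transition-phase cells by RNA-seq, with log2 fold changes of 5.73 (SE 0.28) and 2.56 (SE 0.26).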

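By RNA-seq, atf4, atf6, atf9, plsC and RHA1_RS16675 were called less abundant in N-limited transition-phase cells. atf3 was not: it had 44.0 ± 4.42 CPM (SD, n = 2) under N-limitation and 33.7 ± 1.92 CPM under N-excess, a log2 fold change of 0.36 (SE 0.43, edgeR adjusted p = 0.492) in edgeR. When counts were divided by the sigA count, its log2 fold change was -0.69.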

Finally, this experiment confirmed that expression of the gene encoding PAP-2 was low (data not shown) and did not appear to depend on N concentrations.

### Role of *atf8* on TAG accumulation in RHA1

To investigate the role of Atf8 in TAG biosynthesis, an *atf8* knockout mutant was constructed as summarized in Material and Methods. Growth of the mutant was comparable to that of the wild type under N-limited conditions (Fig. S1). TLC analysis of total lipids (Fig. 5A) showed a decrease in TAG content of the Δ*atf8* mutant compared to the wild type strain (WT) during N-limited transition phase. GC-MS analyses revealed that the mutant accumulated approximately one-third the amount of TAGs (w/w of the CDW) as the WT (Fig. 5B). The Δ*atf8* mutant was complemented using a replicative vector, pTip*atf8*, in which *atf8* is under control of a thiostrepton-inducible promoter. The production of Atf8 in the complemented mutant was verified using SDS-PAGE (Fig. S2). This revealed a protein of ~50 kDa, corresponding to the predicted molecular weight of Atf8, that was absent in the WT. Total lipid analysis showed that the complemented strain accumulated higher amounts of TAG in comparison with the Δ*atf8* mutant, but less than the WT cells (Fig. 5A,B). The partial complementation of Δ*atf8* may be due to the low solubility of Atf8 when over-produced in RHA1 (data not shown).

The pTip*atf8* construct was also used to investigate the effect of overproducing *atf8* in the WT strain. As in the complemented mutant, production of Atf8 was confirmed by SDS-PAGE (Fig. S2). Growth of the overproducing strain was comparable to that of WT under N-limitation (Fig. S1). TLC analyses of lipid content of the recombinant strain WT-pTip*atf8* revealed a slight increase in TAG content after the induction of *atf8* expression (Fig. 5A). Quantitative analyses revealed an increase of the total fatty acids of the WT-pTip*atf8* of ~20% (w/w of the CDW) as compared to the wild type (Fig. 5B). LDs were also purified from all RHA1 strains and lipid contents were analyzed by TLC (Fig. 6A). The qualitative differences in TAG recovered in the LDs of the RHA1 strains was consistent with what was observed in the total lipid extract, confirming the importance of *atf8* in TAG accumulation. Analysis of fatty acid composition revealed only slight differences between the WT and Δ*atf8* mutant strains (Fig. 5C). However, in strains overproducing Atf8, an increase of saturated fatty acids C15:0 and C17:0 and a decrease of unsaturated fatty acids C16:1, C17:1 and C18:1 was observed (Fig. 5C). The same pattern of fatty acid distribution was obtained in purified LDs (Fig. 6B).

Finally, to verify the activity of Atf8, DGAT activity was measured in the lysates of four strains of RHA1. In these experiments, lysates were prepared from cells at the transition phase under N-limitation, and diolein (DiC18:1) and palmitoyl-CoA (C16-CoA) were used as substrates. Lysate from WT RHA1 with the empty pTip-QC2 vector had a specific activity of 43 ± 3 nmol mg protein^−1^ min^−1^. By contrast, lysate of the strain containing pTip*atf8* contained 68 ± 9 nmol mg protein^−1^ min^−1^. Activities of the Δ*atf8* mutant carrying the pTip-QC2 and the pTip*atf8* vectors were 32 ± 5 and 47 ± 8 nmol mg protein^−1^ min^−1^, respectively. These data support the conclusion that *atf8* encodes a DGAT.

### An alternative PAP for the Kennedy pathway

The low levels of the transcripts encoding the four PAP2 homologs prompted us to consider whether the third reaction of the Kennedy pathway might be catalyzed by another class of enzymes. Inspection of the operons encoding Kennedy pathway enzymes (Fig. 4B) revealed three genes predicted to encode HAD-type hydrolases according to NCBI: *RHA1_RS19680*, which occurs in the operon with *plsC2*; *RHA1_RS30955*, which is one of the genes of the potential *atf10* operon; and *plsC*, which appears to encode an AGPAT-hydrolase fusion enzyme. The encoded enzymes/domains share less than 20% sequence amino acid identity. Despite the name of the superfamily, many HAD-type hydrolases are phosphatases^27^.

## Discussion

Bacteria are of burgeoning interest in the development of consolidated bioprocesses for lignin^6^. RHA1 in particular has been identified as a promising starting point for metabolic engineering based on its ability to grow on a lignin-enriched stream derived from corn stover. In this study of TAG accumulation in RHA1, we used benzoate as a model of lignin-depolymerization products degraded via the β-ketoadipate pathway to succinate and acetyl-CoA. RHA1 accumulated significant amounts of TAG using this aromatic substrate under N-limitation. The transcriptomic and gene deletion experiments establish Atf8 as a key determinant of TAG accumulation under these conditions. More generally, this study advances our understanding of TAG metabolism in rhodococci, providing a framework for understanding how different homologs of the Kennedy pathway are utilized under different metabolic states of the cell. The data further indicate how metabolism directs carbon flow to TAG biosynthesis when growing on an aromatic compound, identify gaps in our knowledge of TAG biosynthesis, and provide some insight into other aspects of rhodococcal physiology.

TAG accumulation in benzoate-grown RHA1 was not as dramatic as what has been reported in rhodococci growing on other substrates and the identity of the FA species differed significantly. Previous studies of TAG biosynthesis in rhodococci have used glucose, gluconate or rich media as growth substrates^3^,^17^,^28^. FA contents as high as 75% and 85% CDW have been reported in PD630 grown on gluconate and olive oil, respectively^28^, higher than the maximum of 55% observed here for benzoate-grown RHA1 cells under conditions of N-limitation. It is unclear whether this reflects differences in the metabolism of these substrates. Consistent with previous reports of rhodococci grown on glucose and gluconate^28^, TAGs were the dominant neutral lipid. In contrast to the predominance of C16:0 and C18:1 FAs observed when glucose or gluconate was the growth substrate under N-limitation^2^,^17^, benzoate-grown RHA1 contained predominantly C16:0 (33%) and C17:0 (22%) FAs. Indeed, odd-numbered chain length FAs comprised more than 40% of the FAs under these conditions, indicating that propionyl-CoA was a significant building block for FAs. This building block could be generated from benzoate-derived succinate by the methylmalonyl-CoA pathway, which converts succinyl-CoA to propionyl-CoA in rhodococci^29^,^30^. Consistent with this explanation, this pathway was upregulated during TAG accumulation. The methylmalonyl-CoA pathway was also up-regulated during TAG accumulation in PD630^16^ and in gluconate-grown RHA1^17^. However, odd-numbered FAs comprised less than 30% of total FA in gluconate-grown RHA1, consistent with less propionyl-CoA being produced. Finally, the FA composition was also growth phase-dependent in the current studies, with exponentially growing cells containing ~2-fold greater proportion of C18:0 and C18:1 FAs and ~2-fold lesser proportion of C15:0 and C17:0 FAs. Overall, these results indicate that growth substrate and nutritional status influence the species of FA accumulated by *Rhodococcus*^28^,^31^,^32^,^33^.

The presented data identify Atf8 as the major DGAT responsible for the accumulation of TAGs under N-limitation. First, the *atf8* transcript was the most highly upregulated *atf* under these conditions and its transcript was 3.5-fold more abundant than any other. 

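In N-limited transition-phase cells the level of atf8 was 3.38 times that of the next atf transcript (SD 0.373, n = 2), with 1512 ± 14.0 CPM for atf8 and 448 ± 45.0 CPM for atf10. Among the tested atf genes with reads in every transition-phase library, the log2 fold change of atf8, 5.73, was the largest. That of atf13 (RHA1_RS38620), 6.03, was nominally higher but rests on an N-excess group without reads.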

Second, deletion of *atf8* led to a 70% drop in TAG levels under N-limitation. By contrast, deletion of the *atf3* and *atf6* homologs in PD630 (*i.e*., *atf1*_PD630_ and *atf2*_PD630_) had a less dramatic effect, reducing TAG levels by 20% and 50%, respectively^13^,^15^. Importantly, heterologously produced Atf1_PD630_ had WS activity but not DGAT^13^. This is consistent with the low transcript levels of *atf3*. 

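The atf3 transcript had 44.0 ± 4.42 CPM (SD, n = 2) in N-limited and 33.7 ± 1.92 CPM in N-excess transition-phase cells, against 1512 ± 14.0 CPM for atf8 under N-limitation.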

Consistent with our primary conclusion, Atf8 was also more abundant in RHA1 under lipid storage conditions in proteomic studies and was associated with LDs^17^. Moreover, the homolog of *atf8* in PD630, coincidentally *atf8*_PD630_, was also highly expressed during TAG accumulation^16^. Finally, the ability of the Δ*atf8* mutant to accumulate some TAG together with the transcriptomics data suggest that other DGATs such as Atf10 contribute to TAG biosynthesis during N-limitation. Again, this is consistent with previous reports of Atf10 being more abundant in RHA1 under lipid storage conditions^17^ and the corresponding gene being more highly expressed in PD630^16^. Nevertheless, Atf8 appears to be rate-limiting in TAG accumulation since its overexpression resulted in a 20% increase in accumulated TAG.

The data further implicate Atf6 and Atf9 as the primary DGATs responsible for TAG biosynthesis during exponential growth and that *atf6* and *atf9* are expressed during C-limitation. 

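In exponential growth under N-excess, atf6 had 566 ± 54.1 CPM (SD, n = 2) and atf9 383 ± 16.5 CPM, the highest of the atf genes. In N-limited exponential cells atf8 with 1326 ± 125 and atf10 with 603 ± 87.2 CPM stood above atf6 with 304 ± 3.49 and atf9 with 235 ± 109 CPM. In N-excess transition-phase cells atf6 and atf9 had 605 ± 28.9 and 1172 ± 133 CPM. The rise of atf9 between growth phases in N-excess cells had a log2 fold change of 1.91 (SE 0.19, edgeR adjusted p = 1.43e-09) in edgeR, and atf6 was not called, 0.36 (SE 0.17, edgeR adjusted p = 0.075).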

The regulation of *atf9* is particularly interesting since it occurs in the only operon predicted to encode all four activities of the Kennedy pathway as discussed below. Moreover, this operon is widely conserved in rhodococci and mycobacteria. Overall, the content, regulation and distribution of this operon suggest that it encodes “house-keeping” homologs of the Kennedy pathway. Interestingly, *ltp1* encoding a lipid transporter^19^ does not appear to be part of this operon. The lower levels of *plsB* transcript are somewhat unexpected since this is the only identified homolog in RHA1. Nevertheless, the transcriptomics results are largely consistent with published data obtained under different growth conditions. Thus, the homologs of Atf9 and PlsB in PD630 were repressed during TAG accumulation^16^, although direct comparison is difficult since the authors did not provide specific details on their growth conditions. Interestingly, Atf6 was more abundant in RHA1 under lipid storage conditions in proteomic studies^17^. Moreover, the corresponding enzyme in PD630, Atf2_PD630_, had significant DGAT activity in *E. coli* extracts^13^. It is possible that Atf6 is regulated at the transcriptional and translational levels.

The available evidence suggests the possibility that the three HAD-type hydrolases identified herein may be the major PAPs involved in TAG biosynthesis. First, all three are arranged in operons with genes encoding other enzymes of the Kennedy pathway; none of the genes encoding PAP2 homologs are. 

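The HAD-type hydrolase genes RHA1_RS19680 and RHA1_RS30955 had log2 fold changes of 2.32 (SE 0.91, edgeR adjusted p = 0.029) and 3.04 (SE 0.41, edgeR adjusted p = 3.02e-07) in edgeR between N-limited and N-excess transition-phase cells. The first rests on 30.6 ± 8.31 against 10.8 ± 15.2 CPM (SD, n = 2) and was not called by DESeq2 (adjusted p = 0.162). With each sample left out, the log2 fold change of RHA1_RS19680 ran from 0.557 to 6.59, so its size is not settled.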

Second, transcripts of two of the HAD-type hydrolases were more abundant under TAG-accumulating conditions. By contrast, RHA1’s four genes encoding PAP2 homologs were present at very low levels in this study’s experimental conditions. Interestingly, the HAD-type hydrolases are conserved in the TAG gene clusters of mycolic acid-containing Actinobacteria such as rhodococci and mycobacteria (results not shown). This includes the *atf9*-*plsB*-*plsC* operon in which PlsC is a predicted fusion of AGPAT and HAD domains. The corresponding gene in *M. tuberculosis*, *Rv2483c*, was predicted to be required for growth in mice based on transposon mutagenesis^34^ but not for growth *in vitro*^35^. Clearly, additional work is required to establish the role of these HAD-type hydrolases. However, the possibility that PlsC is a bifunctional enzyme is particularly satisfying as this would mean that a single operon encodes all of the enzymes required for TAG biosynthesis during vegetative growth.

The transcriptomics data extend our understanding of how rhodococci shift their global metabolism to promote TAG accumulation. Pathways that generate propionyl-CoA and malonyl-CoA, the building blocks for FA biosynthesis, were among the most highly up-regulated including those involved in benzoate catabolism, the TCA cycle, the methylmalonyl-CoA pathway and acetyl-CoA carboxylases. 

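Of the 14 genes that Table S4 lists under the pentose phosphate and Entner-Doudoroff pathways, 8 were called more abundant and 2 less abundant in N-limited than in N-excess transition-phase cells by edgeR. Their log2 fold changes ran from -1.51 to 4.06, with a median of 1.29. In exponential growth the median was 0.25, with 3 genes called more abundant under N-limitation. Between growth phases 5 of the genes were called as falling in N-excess cells, and 0 as rising in N-limited cells.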

Genes encoding the Entner-Doudoroff pathway and the pentose-phosphate pathway were also up-regulated. Increased flux through these pathways in gluconate-grown cells^17^ is not surprising considering that gluconate feeds into the Entner-Doudoroff pathway. The latter’s up-regulation during growth on benzoate suggests its primary importance in generating NADPH for FA biosynthesis. By contrast, NADPH does not appear to be generated by an NAD(P)^+^-dependent glyceraldehyde 3-phosphate dehydrogenase as occurs in PD630 under conditions of TAG accumulation^18^,^25^. Other up-regulated processes that provide building blocks for TAGs include glyceroneogeneis, fatty acid biosynthesis, and branched amino acid catabolism. These processes were also up-regulated under N-limiting TAG-accumulation during growth on gluconate^17^. Branched amino acid catabolism is a source of nitrogen, NADPH and TAG precursors. In glyceroneogenesis, the up-regulation of genes encoding PEP carboxykinase is consistent with the former catalyzing the rate-limiting step^26^. OAA for glyceroneogenesis may be generated through the TCA cycle as the lower abundance of *pycA* transcripts suggests that it is not generated through the carboxylation of pyruvate. Genes whose transcripts were less abundant include those involved in TAG degradation and FA oxidation. Interestingly, although eight predicted lipase-encoding genes were down-regulated during TAG accumulation, six were up-regulated (Table S4). 

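Table S4 lists 14 lipase genes apart from phospholipases. In the edgeR model 8 of them were called less abundant and 6 more abundant in N-limited than in N-excess transition-phase cells.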

Metabolic flux studies would be required to determine whether any turnover of TAGs occurs under these conditions.

Finally, the transcriptomics data highlight important gaps in our knowledge. Foremost, our knowledge of the Kennedy pathway in *Rhodococcus* is incomplete since, as noted above, the lone *plsB* homolog is down-regulated under TAG-accumulating conditions. At the same time, it is unclear why there is so much apparent redundancy in central metabolism in *Rhodococcus*. Most notably, genes encoding four predicted pyruvate dehydrogenases were highly up-regulated in this study. While this is consistent with a dramatic shift toward acetyl-CoA production during TAG accumulation, it is possible that some of these isozymes act on other α-keto acids. Similarly, two nitrite reductases, three putative glutamate dehydrogenases and two glutamine synthases (*glnA* and *glnA3*, a glutamate-ammonia ligase) were dysregulated. Although redundancy in rhodococcal catabolic enzymes is well known^20^, functional characterization of the central metabolic isozymes is required to establish their respective physiological roles.

We demonstrated that the *atf8*-encoded DGAT is a major determinant of TAG accumulation in RHA1 under N-limiting conditions. This DGAT likely plays the same role in PD630 and other oleaginous rhodococci in which it is conserved. Importantly, targeted disruption of *atf8* perturbed TAG accumulation to a greater extent than that reported in any other rhodococcal *atf* deletion to date. Moreover, overexpressing *atf8* significantly increased the production of TAG in benzoate-grown RHA1, establishing the potential of engineering rhodococci to optimize TAG production from different substrates. Finally, we identified a previously overlooked suite of HAD-type hydrolases that appear to be involved in TAG biosynthesis. These findings, together with the transcriptomics data, should facilitate the engineering of rhodococci for the production of TAGs as feedstock for various applications^9^,^10^.

## Methods

### Strains and culture conditions

*E. coli* DH5α was used for DNA propagation and manipulation. *E. coli* strains were grown at 37 °C (200 rpm) in LB broth unless otherwise indicated. Bacto agar (1.5% [w/v]; Difco) was used for solid medium. RHA1 and derivative strains were cultivated at 30 °C under aerobic conditions in M9 minimal medium supplemented with trace elements, thiamin and 20 mM benzoate as growth substrate in shake flasks. For nitrogen-limiting conditions, the concentration of ammonium chloride in the M9 medium was reduced from 1 g l^−1^ to 0.05 g l^−1^. Expression from the thiostrepton-inducible promoter (P_*tipA*_) of pTip-QC2 was induced by adding 10 μg ml^−1^ of thiostrepton to the culture. Growth was measured as the change in optical density at 600 nm. For lipid analyses, cells were harvested, washed with 150 mM NaCl and frozen at −80 °C. As appropriate, antibiotics were used at the following final concentrations: 100 μg ml^−1^ ampicillin, 50 μg ml^−1^ kanamycin and 34 μg ml^−1^ chloramphenicol.

### DNA manipulation

DNA was manipulated using standard protocols^36^. Oligonucleotides were from Integrated DNA Technologies. The sequences of primers and probes used in this study are listed in Table S1. DNA sequencing was performed at Genewiz Inc. *E. coli* and RHA1 were transformed with plasmid DNA by electroporation using a MicroPulser with GenePulser cuvettes (Bio-Rad). The Δ*atf8* mutant was constructed using the *sacB* counter selection system^37^. The flanking regions of *atf8* were amplified from RHA1 genomic DNA using the *atf8*-up and *atf8*-dn oligonucleotides (Table S1). The two amplicons of ~500 bp and were cloned into pK18mobsacB using restriction enzymes *Xba*I, *Bam*HI and *Hin*dIII to yield pK18MSatf8. Kanamycin-sensitive/sucrose-resistant colonies were screened using PCR. The nucleotide sequence of the targeted region was determined in the mutant strain to confirm the gene deletion. For complementation and over-expression experiments, *atf8* was amplified from RHA1 genomic DNA using primers *atf8*-ex-F and *atf8*-ex-R (Table S1) together with GoTaq DNA polymerase (Promega). The resulting amplicon was digested with *Nde*I and *Eco*RI and cloned in pTip-QC2^38^,^39^ yielding pTip*atf8*. The nucleotide sequence of the cloned gene was verified and the vector was used to complement the mutant and to overexpress *atf8* in WT RHA1.

### RNA isolation

Total RNA was extracted using TRIzol^®^ Reagent (Invitrogen) according to the manufacturer’s instructions. The RNA was treated with TURBO^TM^ DNase (Invitrogen) and extracted with phenol-chloroform. The quality and concentration of RNA were assessed using a 2100 Bioanalyzer and the RNA 6000 Nano kit (Agilent). Three μg of total RNA was heated at 65 °C for 5 min, quickly chilled on ice and then mixed with Streptavidin magnetic beads (New England Biolabs) with an equimolar mixture of biotin-labelled probes specific for RHA1 16*S* and 23*S* rRNA to deplete rRNA (rRNA-16*S*, rRNA-23*S*a, and rRNA-23*S*b (Table S1)). The supernatant was collected and subjected to further rRNA-depletion using the Ribominus™ Transcriptome Isolation Kit (Invitrogen).

### RNA-seq analysis

One hundred ng of the rRNA-depleted RNA was used for library construction using NEBNext^®^ Ultra Directional RNA Library Prep Kit for Illumina^®^ and NEBNext^®^ Multiplex Oligos for Illumina^®^ (New England Biolabs) according to the manufacturer’s instructions. The samples were analyzed using a Genome Analyzer IIx (Illumina^®^). Data were processed using the Sequence Control Software (Illumina^®^). Single-ended sequence reads were scanned 3′ to 5′. Those with a Phred quality value below 20 were trimmed using the FASTQ Quality Trimmer tool of the FASTX-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Reads of less than 35 bases after trimming were discarded from further analysis. Trimmed reads were aligned to the RHA1 genome^40^ using Bowtie 2 in end-to-end mode with the “very sensitive” option^41^. Reads of rDNA sequences were omitted in subsequent analyses. A custom Perl script was developed to create a GTF file using the recently updated RHA1 annotation by the NCBI Prokaryotic Genome Annotation Pipeline. Mapped read counts per gene were obtained using the HTSeq package^42^. Differential expression (>2-fold change with a false discovery rate-adjusted p value < 0.05) was analyzed using the *DESeq2* package^43^. The RNA-seq data set was deposited in Gene Expression Omnibus^44^ under accession number of GSE77158.

### RT-qPCR

Primers and FAM-labelled TaqMan probes (Table S1) were designed using IDT PrimeTime qPCR design tools. The reference gene was *sigA* (*RHA1_RS33345*), which encodes the major sigma factor in RHA1. cDNA was synthesized from DNase-treated, Trizol-extracted total RNA using the SuperScript® VILO cDNA synthesis kit according to manufacturer instructions. The cDNA samples were diluted as appropriate for use. Reactions were performed in duplicate using an ABI stepOnePlus real-time PCR system and the following conditions: 20 s at 95 °C followed by 40 cycles of 1 s at 95 °C and 20 s at 60 °C for extension. Standard curves for each target based on genomic DNA were included in each run to quantify absolute target cDNA in the samples. Concentrations were normalized to those of the reference gene under each condition tested. Relative fold differences were calculated using conditions of nitrogen excess as a reference.

### Isolation of LDs

LDs were isolated essentially as previously reported^5^. Briefly, RHA1 cells were cultivated in shake flasks in 50 ml M9 medium, harvested by centrifugation (4,000 × g for 10 min) and washed twice with 20 ml Buffer A (25 mM tricine, 250 mM sucrose, pH 7.8). The washed cells were suspended in 20 ml Buffer A, incubated for 20 min on ice and disrupted by passing them three times through a French pressure cell operated at 100 MPa, 4 °C. The sample was centrifuged at 4,000 × *g* for 10 min to remove cell debris. Eight ml of the supernatant was loaded into an SW40 tube (Beckman), layered with 2 ml Buffer B (20 mM HEPES, 100 mM KCl, 2 mM MgCl_2_, pH 7.4) on top, and centrifuged at 180,000 × *g* for 1 h at 4 °C. The LD fraction on top of the sucrose gradient was collected and transferred to a 1.5 ml Eppendorf tube. LDs were washed with 200 μl Buffer B. To dissolve the lipids and to precipitate proteins, 1 ml chloroform-acetone (1:1, v/v) was added. The sample was vortexed and centrifuged (20,000 g × 10 min). Finally, the organic phase was collected, dried under a nitrogen steam, and suspended in 100 μl chloroform for lipid analysis.

### Lipid extraction and thin-layer chromatography (TLC)

For whole RHA1 lipid content analysis, cells were harvested during the transition from exponential to stationary growth phases, washed with a 150 mM NaCl and suspended in 50 mM Tris-HCl, pH 7.0, and 300 mM NaCl buffer. Cells were subjected to four rounds of 60 s of bead beating using a FastPrep-24 bead beater (MP Biomedicals, Solon, OH) set to 5.5. The sample was incubated for 5 min on ice between rounds. To identify lipids, samples of whole cells or isolated LDs were extracted with chloroform-methanol (2:1, v/v). Aliquots were analyzed by thin layer chromatography (TLC) on 60F254 silica gel plates (Merck) using hexane/diethyl ether/acetic acid (80:20:1, v/v/v) as a solvent system. Triolein (Sigma-Aldrich, T7140) was used as the TAG standard. The plates were dried at room temperature for 10 min and immediately sprayed with a 10% cupric sulfate in 8% phosphoric acid solution. The plates were then incubated in an oven at 150 °C for 10 min.

### Fatty acid profiling

FA profiles were determined by subjecting 5 mg of freeze-dried whole cells or LD extracts to methanolysis in the presence of 15% (v/v) sulfuric acid as described by Alvarez *et al.*^28^. The resulting methylesters were analyzed using an Agilent 6890 series gas chromatograph (GC) equipped with an HP-5 MS 30 m × 0.25 mm capillary column (Hewlett-Packard) and an HP 5973 mass-selective detector. The GC was operated with an injector temperature of 280 °C, a transfer line temperature of 290 °C, and a flow rate of 1 ml min^−1^ with helium. The temperature program of the oven was 90 °C for 5 min, increased to 240 °C at a rate of 6 °C per min, and then held at 240 °C for 17 min. The mass spectrometer was operated in electron emission scanning mode at 40 to 800 *m*/*z* and 1.97 scans per second. Peaks were quantified and identified using the software packages GCsolution Analysis version 2.32 and GCMS Solutions version 2.53 (Shimadzu Scientific Instruments, Columbia, MD) and the NIST08 Library.

### Ammonium determination

Ammonium concentration was quantified in culture media using indophenol blue^45^. Briefly, media samples were diluted 50–1000-fold to 10 ml using distilled water. To this were added: 0.4 ml of reagent (10% w/v phenol solution in ethanol), 0.4 ml catalyst (0.5% w/v nitroprusside in water) and 1 ml oxidizing solution (20% w/v trisodium citrate and 1% w/v sodium hydroxide solution, mixed with 5% sodium hypochlorite 4:1 v/v). Samples were incubated at 37 °C with shaking for 2 h in the dark. Absorbance was read at 630 nm and concentrations were calculated using a standard curve of 0.2–2 mg ml^−1^ ammonium chloride.

### Protein production, purification and analysis

Protein extracts were prepared from RHA1 by suspending cells in 50 mM Tris-HCl, pH 7.0 containing 300 mM NaCl and 1 mg ml^−1^ CHAPS. Cells were subjected to four rounds of 60 s of bead beating as described above. Protein extracts were analyzed by SDS-PAGE.

### DGAT activity

DGAT activity was measured using a spectrophotometric assay that monitors the reaction of dithionitrobenzoate (DTNB) with the CoASH liberated from the DGAT-catalyzed esterification of acyl-CoA and diglyceride^4^. Briefly, assays were performed in a total volume of 1 ml and absorbance was recorded at 412 nm. Ten μl DTNB solution (18 mg ml^−1^ in dimethyl sulfoxide) and 15 μl each of 1 mM palmitoyl-CoA and 1 mM diolein were added to 950 μl 50 mM Tris-HCl, 150 mM NaCl, pH 8.0. The base line was recorded, the reaction was initiated with 10 μl of lysate, and the absorbance was recorded for 1 min. Initial reaction rates were calculated from the data using Excel and an ε_412_ of 14,150 M^−1^cm^−1^ for the nitrothiobenzoate dianion.

### Computational analysis

Database searches and alignments were carried out using BLAST 2.2.17^46^ and CLUSTALW^47^. Reference protein sequences were retrieved from the NCBI database.

## Additional Information

**How to cite this article**: Amara, S. *et al.* Characterization of key triacylglycerol biosynthesis processes in rhodococci. *Sci. Rep.* **6**, 24985; doi: 10.1038/srep24985 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset

## Figures and Tables

**Figure 1:**
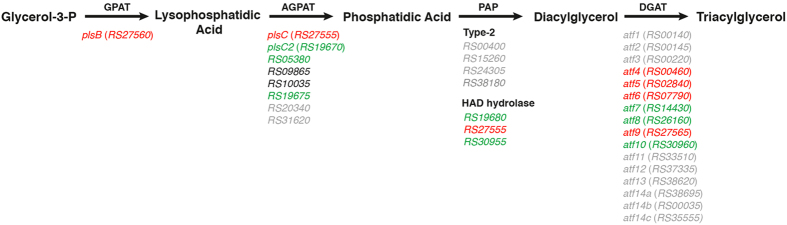
The Kennedy pathway of TAG biosynthesis. GPAT, glycerol-3-phosphate acyl transferase; AGPAT, acylglycerol-3-phosphate acyl transferase; PAP, phosphatidic acid phosphatase; DGAT, diacylglycerol acyl transferase. Homologous genes potentially encoding each step in RHA1 are marked as follows: green, transcripts more abundant during transition phase under N-limitation; red, transcripts less abundant during transition phase under N-limitation; grey, expressed at low levels under both conditions as defined by RPKM values that were less than 2.5% of total the RPKM value from all homologs predicted to catalyze that step. Type-2 PAPs and HAD-type hydrolases listed separately.

**Figure 2:**
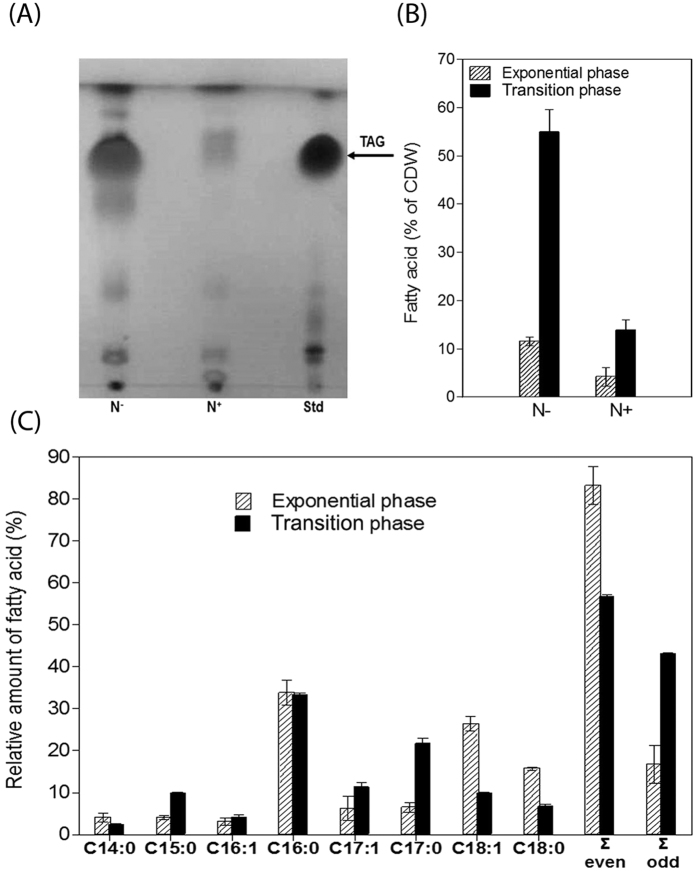
Lipid analysis of whole-cell extracts of benzoate-grown RHA1 under different nitrogen conditions. (**A**) TLC. Lanes: Std, TAG standard; N^−^, N-limiting condition; N^+^, N-excess condition during transition phase. (**B**) Total amounts of FAs (% of cellular dry weight) during exponential growth and transition phase under N-limiting (N^−^) or N-excess (N^+^) conditions. (**C**) FA composition of lipid accumulated by RHA1 under N-limitation during exponential growth and transition phase. Total FAs and relative amounts of each were measured by GC-MS. The data represent the means of three biological replicates.

**Figure 3:**
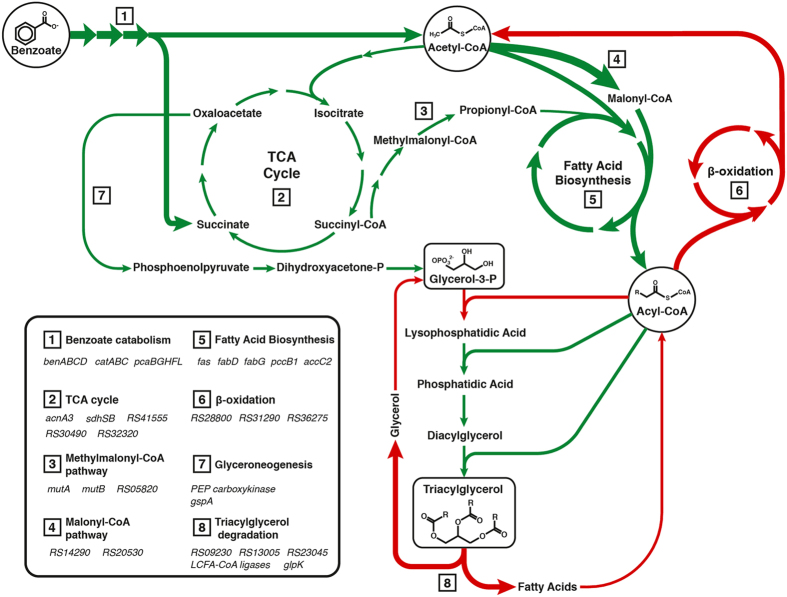
Overview of pathways related to TAG biosynthesis and transcript levels during the transition to stationary phase under N-limitation . Relevant genes are listed in the lower left chart. Arrows are colored as follows: green, transcripts of genes more abundant during N-limited transition; red, transcripts of genes less abundant during N-limited transition. Arrow thickness represents fold change: narrow, 2–10-times; regular, 10–100-times; wide, >100-times. Pyruvate was not explicitly included as a central metabolite for clarity. For the Kennedy pathway, the average RPKM values of the homologs listed in Fig. 1 were summed. For the TAG lipase step, the values of the three annotated homologs (listed as *RS* numbers under TAG degradation) were summed.

**Figure 4:**
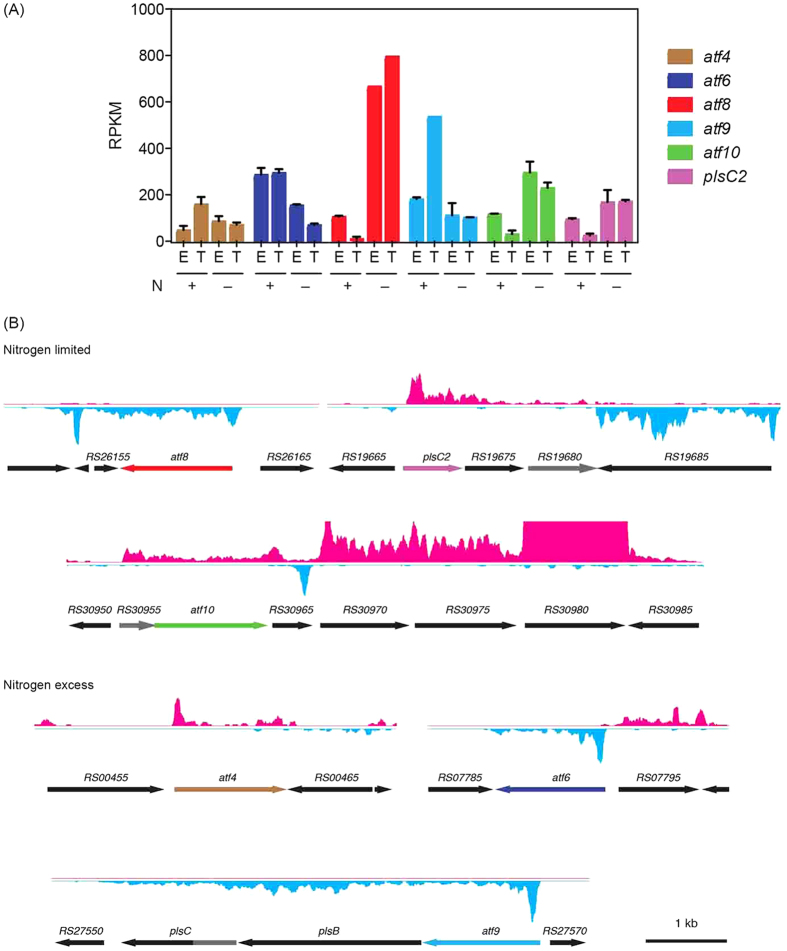
The expression and operonic organization of key TAG biosynthetic genes. (A) Transcript levels of *atf4*, *atf6*, *atf8*, *atf9*, *atf10* and *plsC* under each of the four experimental conditions. (**B**) Operon structure of the genes listed in panel (**A**).

**Figure 5:**
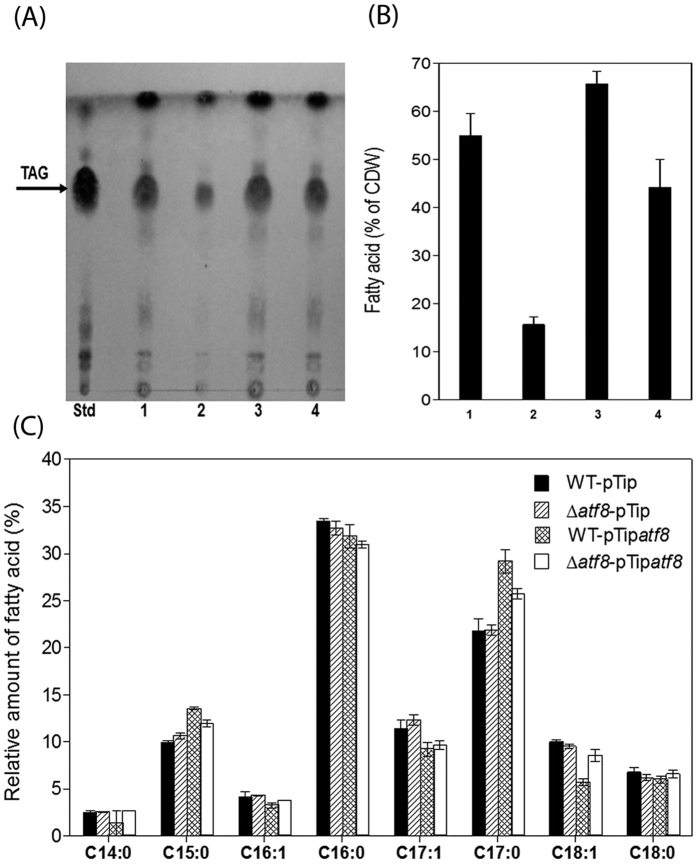
Lipid analysis of whole-cell extracts of benzoate-grown *atf8*-manipulated strains during transition phase under N-limitation. (**A**) TLC. Lanes: Std, TAG standard; 1, WT:pTip; 2, Δ*atf8*:pTip; 3, WT:pTip*atf8*; and 4, Δ*atf8*:pTip*atf8*. (**B**) Total amounts of fatty acids measured by GC-MS. Lanes numbered as in (**A**). (**C**) FA composition of RHA1 strains. Total amount of FA and the relative proportions of each type are presented as in Fig. 2. The data represent the means of three biological replicates.

**Figure 6:**
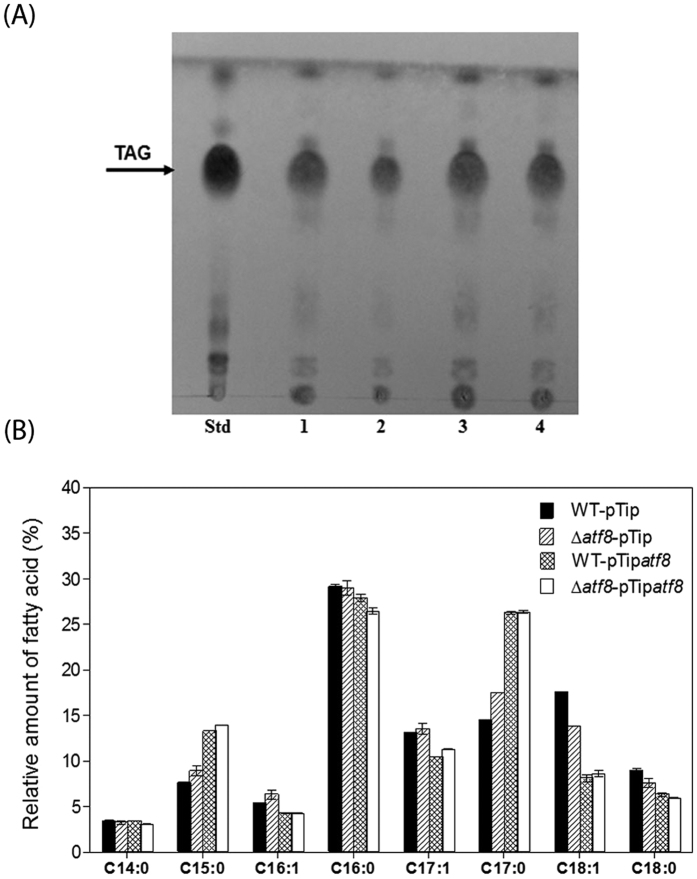
Analysis of lipid droplets from benzoate-grown RHA1 strains during transition phase under N-limitation. (**A**) TLC. Lanes: Std, TAG standard; 1, WT:pTip; 2, WT:pTip*atf8*; 3, Δ*atf8*:pTip; 4, Δ*atf8*:pTip*atf8*. (**B**) FA composition of RHA1 strains. The data represent the means of three biological replicates.

**Table 1:** RT-qPCR analysis of selected TAG metabolic genes in RHA1 during transition phase under different N conditions.

Gene ID^a^	Gene Name	Product	Fold change
*RS00220*	*atf3*	WS/DGAT	−3
*RS00400*		PAP-2	1
*RS00460*	*atf4*	WS/DGAT	−5
*RS07790*	*atf6*	WS/DGAT	−4
*RS16675*		putative lipase	−1596
*RS26160*	*atf8*	WS/DGAT	28
*RS27555*	*plsC*	AGPAT	−50
*RS27565*	*atf9*	WS/DGAT	−35
*RS30960*	*atf10*	WS/DGAT	3

^a^*RHA1_* prefix has been omitted for simplicity.

# Supplementary material for: Characterization of key triacylglycerol biosynthesis processes in rhodococci
**Source:** Sci Rep. 2016 Apr 29;6:24985. doi: 10.1038/srep24985
**Supplement:** Supplementary Information

**Characterization of key triacylglycerol biosynthesis processes in rhodococci**

Sawsan Amara1, Nicolas Seghezzi1, Hiroshi Otani1, Carlos Diaz-Salazar1, Jie Liu1 and Lindsay D. Eltis1*

.

**Supplementary Methods**

**Lipid staining with Nile red**. Nile red (NR, Sigma-Aldrich) was prepared as a stock solution of 1 mg ml-1 in DMSO. Staining was performed as previously described1. Briefly, RHA1 cultures (~107 cells ml-1) where suspended in 150 mM NaCl solution and stained with NR (1 µg ml-1) followed by 10 min of incubation in darkness before measuring the fluorescence intensity of NR using Varioskan Flash apparatus (Thermo Scientific).

**Supplementary References**

1 Chen, W., Zhang, C., Song, L., Sommerfeld, M. & Hu, Q. A high throughput Nile red method for quantitative measurement of neutral lipids in microalgae. *J Microbiol Methods* **77**, 41-47 (2009).

**Supplementary Figures**

**Figure S1.** Growth of *R. jostii* RHA1 in M9 medium under N-limitation (full symbols) or N-excess (empty symbols) using benzoate as sole carbon source. Arrows represent sampling points for transcriptomic and lipid analysis during exponential or stationary growth phases.

**WT-pTip N-**

**WT-pTip*atf8* N-**

***atf8*-pTip N-**

***atf8*-pTip*atf8* N+**

**WT-pTip N+**

**WT-pTip*atf8* N+**

***atf8*-pTip N+**

***atf8*-pTip*atf8* N+**

**Figure S2.** SDS-PAGE gel of various RHA1 strains. Cells were harvested 24h after thiostrepton induction. Total lysate was then analyzed by SDS-PAGE. Lanes: MT, molecular weight standard; 1, WT-pTip; 2, WT-pTip*atf8*; 3, *atf8*-pTip; 4, *atf8*-pTip*atf8*. Arrows indicate Atf8.

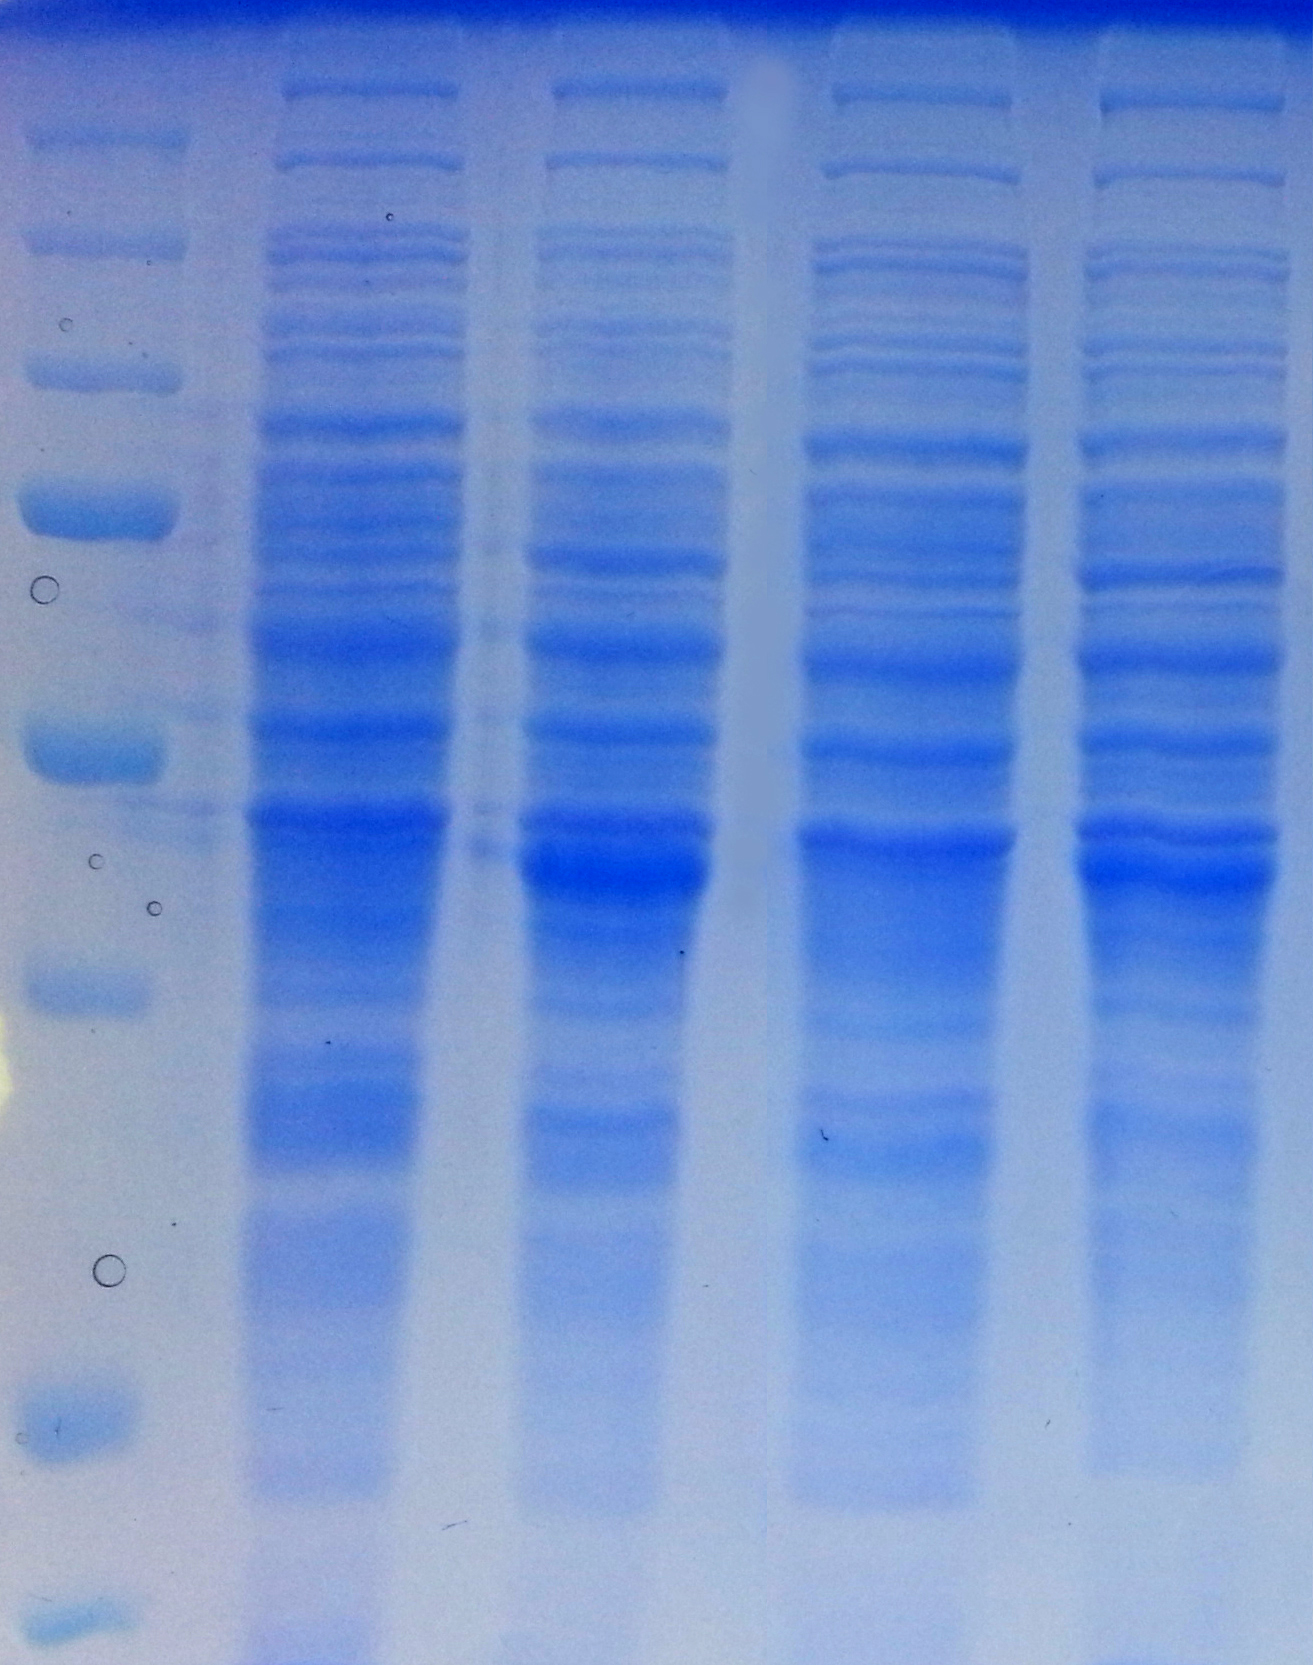

**50**

**37**

**MT 1 2 3 4**

**Figure S3**. NR staining of benzoate-grown RHA1 during transition phase under N-limiting (N-) and N-excess (N+) conditions.

**Supplementary Tables**

**Table S1.** Oligonucleotides used in this study.

| Oligo namea | Nucleotide sequence | |  |
| --- | --- | --- | --- |
| Depletion of *rRNA* for RNA-seq experimentsb | |  | |
| rRNA16*S* | ATATGTCAAACCCAGGTAAGGTTCTTC | |  |
| rRNA23*S*a | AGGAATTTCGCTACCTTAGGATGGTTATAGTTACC | |  |
| rRNA23*S*b | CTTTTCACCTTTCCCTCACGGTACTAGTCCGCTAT | |  |
| RT-qPCR | |  | |
| *atf3*-F | GATTCCGTTTTCCCCGATGA | |  |
| *atf3*-R | GTGTTTGAGCATGTTTCCGAG | |  |
| *atf3*-probe | CCTGCTTCCCGCCTCGACA | |  |
| *RS00400*-F | TGGTGATCGTTGCCGTGA | |  |
| *RS00400*-R | CGCCTACCGTCACGAACA | |  |
| *RS00400*-probe | CAGTGGACACCGAGGTAGACGC | |  |
| *atf4*-F | TGATGATCTCGTACATGCCG | |  |
| *atf4*-R | GTGAGGGTGATGCTGAGTG | |  |
| *atf4*-probe | AGGCCGCGATACTGGAATGGG | |  |
| *atf6*-F | GAAGACCATGTACTGGAACGG | |  |
| *atf6*-R | TGGTGAGCGTGATGTTGAG | |  |
| *atf6*-probe | CGGCTGGACGGCATCTACCC | |  |
| *RS16675*-F | TGATCTACCCGGTGATCGAT | |  |
| *RS16675*-R | GAGGACAGGTAGTTGCTCCA | |  |
| *RS16675*-probe | CGTACCCCTCGGCGAACTCC | |  |
| *atf8*-F | GGAGCTGATGGCACTCTG | |  |
| *atf8*-R | GTGGATCTTGGTGTAGACGG | |  |
| *atf8*-probe | CTGATCGAGGGACTGGGCGAC | |  |
| *plsC*-F | ATCTGCGGGATCAACGTG | |  |
| *plsC*-R | AGCGAACTCTGGTGATTGAAC | |  |
| *plsC-*probe | CGCATCAAGGGCAAGGAGAACG | |  |
| *atf9*-F | ACATGGTGCCGCGTATC | |  |
| *atf9*-R | GACAAGTGATAGTCGAGGTCG | |  |
| *atf9*-probe | CCACATCGGATTGCCCAGCC | |  |
| *atf10*-F | AGCGGATGTTCAACCTGATG | |  |
| *atf10*-R | ACCGATGCTCAAAGTCTGG | |  |
| *atf10-*probe | AGCGCGGATGCTCGAGATGT | |  |
| *sigA*-F | CTGATCCAGGAAGGCAACC | |  |
| *sigA*-R | AGAACTTGTAGCCCTTGGTG | |  |
| *sigA*-probe | CGAACTTCTCGACGGCACGGAT | |  |
| Construction of *Δatf8* mutant | |  | |
| *atf8*-up-F | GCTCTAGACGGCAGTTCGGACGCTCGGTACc | |  |
| *atf8*-up-R | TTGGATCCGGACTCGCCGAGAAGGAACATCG | |  |
| *atf8*-dn-F | TTGGATCCGTGCCCGACCTGAAGTCGATCC | |  |
| *atf8*-dn-R | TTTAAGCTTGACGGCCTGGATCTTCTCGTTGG | |  |
| Expression of *atf8* and complementation of *Δatf8* mutant | |  | |
| *atf8*-ex-F | ACGAGCCATATGCCGCTCCCCATGTCCCC | |  |
| *atf8*-ex-R | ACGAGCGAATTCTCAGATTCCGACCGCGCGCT | |  |

aName begins with gene name or *RHA1_* gene ID.

bExperiment in which oligonucleotide was used.

cRestriction site underlined.

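Table S2 gives, for each of the 8 libraries, the reads mapped to the genome, the share that mapped to rRNA and the reads left for the RPKM calculation. By these figures, which are the paper's, 92.4 and 90.8% of mapped reads were rRNA in N-excess exponential, 89.7 and 88.0% in N-excess transition, 90.9 and 92.0% in N-limited exponential and 84.5 and 85.2% in N-limited transition cells. The reads left for RPKM equal the deposited totals of reads on genes, ambiguous reads and reads outside annotated genes. The largest of these totals was 1263306 and the smallest 138324.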

**Table S2.** RNA-seq data for RHA1 cells grown under conditions of N-limitation and N-excess, sampled at mid-exponential and transition phases.

| Experimental condition | Mapped reads | rRNA reads | Reads used for RPKM |
| --- | --- | --- | --- |
| N-excess, exponential-1 | 3,724,008 | 3,440,460 | 283,548 |
| N-excess, exponential-2 | 4,352,693 | 3,951,834 | 400,859 |
| N-excess, transition-1 | 3,729,680 | 3,344,280 | 385,400 |
| N-excess, transition-2 | 1,154,626 | 1,015,868 | 138,758 |
| N-limited, exponential-1 | 1,526,358 | 1,388,034 | 138,324 |
| N-limited, exponential-2 | 4,474,278 | 4,114,279 | 359,999 |
| N-limited, transition-1 | 5,802,317 | 4,904,665 | 897,652 |
| N-limited, transition-2 | 8,542,433 | 7,279,127 | 1,263,306 |

**Table S3.** All dysregulated genes.

See Excel file.

**Table S4. Differential expression of predicted key TAG/WE metabolic genes under conditions of N-limitation versus N-excess in early stationary phase.a**

aShading delineates genes in the same operon. Not all the genes in a given operon had P-values < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

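Transcript counts were analysed for 8 samples of RHA1 in 4 groups of 2: N-excess and N-limited cells, each in exponential growth and in the transition phase. Each sample's condition came from its labels and the paper's Table S2. The labels call the later phase stationary where the paper calls it transition, and the paper's name is used.

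To make the counts, the authors depleted rRNA, prepared directional libraries, trimmed low-quality read ends, dropped short reads, aligned the rest with Bowtie 2, set aside reads of rDNA and counted reads per gene with HTSeq. They deposited the counts without normalization, 1 set per sample, with separate totals of reads outside annotated genes, ambiguous reads and unaligned reads. The paper's text does not give the HTSeq overlap mode or strand setting. Genes with near-identical copies can share reads in ways the counts do not show.

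Reads on genes ranged from 92788 to 928534 per sample. In the smallest library 3 reads are 32.3 CPM and in the largest 3.23 CPM, and such floors cover counting error only. The deepest libraries were the 2 N-limited transition samples, so low transcripts are measured best there and worst in 1 replicate each of N-excess transition and N-limited exponential cells.

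Levels were computed as CPM from the sum of counts on genes, as mean and SD of 2 replicates. RPKM had been planned for the levels, but gene lengths were not used here, so that plan does not apply and CPM is given throughout. CPM is not corrected for gene length, which affects comparisons between genes but not between conditions. Fold changes and p-values came from edgeR 4.0.16 in R 4.3.3: TMM normalization, edgeR's default filter on low counts (a count minimum of 10 and a total of 15), which kept 4076 genes, and the quasi-likelihood F test in 1 model of the 4 groups. P-values were adjusted by the Benjamini-Hochberg method. A gene was called dysregulated at an adjusted p under 0.05 and a change of more than 2-fold. The standard error given beside a log2 fold change is its size divided by the square root of F. None is given where a group had no reads or F was under 0.01. Fold changes of genes without reads in a group depend on the small count edgeR adds and are rough.

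The genes named are those the paper names by ID or symbol in its results, Table 1, Fig. 1, Fig. 3 or Fig. 4, the 5 largest rises and 5 largest falls in the transition phase among genes called and changed the same way in both replicates, and the 5 genes with the smallest p in the test of whether the nitrogen effect differs between growth phases. Of genes with no name or product in the tables used here, at most 2 that rose and 2 that fell are named. Other genes of Table S4 enter as counts and ranges.

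The counts of dysregulated genes, the fold changes of named genes between nitrogen conditions in the transition phase and those in the test between growth phases were recomputed, where the setting applied and the gene could be tested. Fold changes of single genes in the 3 other comparisons were not. The settings were DESeq2 1.42.0 with and without moderated fold changes, total counts in place of TMM, no low-count filter, at least 10 counts in every sample, no rRNA genes, the replicate number as a block, counts thinned to the smallest library, an adjusted p under 0.01, only the 2 groups compared, and each sample left out. Levels of a few genes were recomputed with other library sizes and with each replicate left out. The genes of Table 1 were also divided by the sigA count after adding 0.5. These choices were set before the data were examined, except the 0.5 added to the counts. The limits used to call a fold change different from the paper's, a ratio over 1.5 and a difference over the replicate spread, were also settled after the data were examined.

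The procedure was tested on counts simulated from the mean levels and spread of the real data, with 200 changed genes. edgeR recovered 91.5% of them with 4 false calls, and DESeq2 82.5% with none. On thinned counts edgeR recovered 62.5% with 2 false calls. In the real transition-phase comparison 50.6% of tested genes were called, and the replicate pairs differed in noise. The simulated rates may therefore not carry over to it. A first method of thinning, edgeR's own function, failed this test because it made too many false calls. It was replaced by drawing reads without replacement before any real counts were thinned. Figures were drawn with matplotlib 3.10.9 in Python 3.11.

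Operon structures, antisense transcripts and the phenylacetate genes were not analysed here. Of the genes for LD-associated proteins, only RHA1_RS10270 was analysed as such.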

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

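The tests of the benzoate genes, of atf8 and of reads outside annotated genes were chosen only after the result was seen, and the other tests in this part before.

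The nitrogen effect of several genes differed between the transition phase and exponential growth, by a test of that difference in edgeR. On the log2 scale the effect in the transition phase minus that in exponential growth was 2.88 for atf8, 1.00 for atf10, 1.37 for plsC2, -2.29 for atf4, -1.49 for atf6 and -1.83 for atf9. It was 7.28 for benA, 7.65 for benC, 8.83 for benD, 8.13 for catB and 6.66 for 1 further gene without a name in the tables used here. A difference in library size might produce such a pattern, but 9 of these 11 genes still passed after every library was thinned to the smallest. The exceptions were atf10 and plsC2, which also failed with DESeq2. With total counts in place of TMM, 11 of 11 passed. The pattern was found and tested on the same data. GC content was not tested as a cause, so a biological difference between the growth phases cannot be told apart from it.

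Which group moved differs between genes. For the benzoate genes, the median log2 fold change between growth phases was -6.87 in N-excess cells, against a nitrogen effect of 0.65 in exponential growth, so the higher level of most of them under N-limitation in the transition phase may reflect a fall in N-excess cells. All 16 fell there. The pca genes do not follow this pattern alone: pcaL, pcaR, pcaG, pcaF and pcaH were already more abundant under N-limitation in exponential growth, and pcaJ1, pcaI, pcaH, pcaL and pcaF also rose between growth phases in N-limited cells. For atf8, the rise between growth phases in N-limited cells made up 4.75% of the log2 nitrogen effect. The effect was split between a difference already present in exponential growth, 2.85, and a fall in N-excess cells, -2.61. Both patterns are descriptions of 2 replicates per group. At harvest in early stationary phase, the paper found no detectable benzoate in N-rich medium, while N-limited medium still held some. The transition-phase groups thus differed in benzoate supply as well as in nitrogen, and these data do not separate the effects of each.

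A signal in genes the paper does not discuss was seen at both ends of the transition-phase comparison. RHA1_RS33845 and RHA1_RS33850 rose by 13.77 and 12.80 on the log2 scale, with 4828 ± 1025 and 2466 ± 311 CPM (SD, n = 2) under N-limitation and no reads in N-excess transition cells. In N-limited exponential cells their replicates differed widely, with 2449 ± 3052 CPM for the first. RHA1_RS09940, a 4-hydroxyphenylpyruvate dioxygenase in Table S3, changed by -9.47, from 4849 ± 77.2 CPM under N-excess to 6.72 ± 3.41 CPM. RHA1_RS31675 changed by -7.63, with reads only in N-excess transition cells. Library size could create such extremes, but 6 of the 7 undiscussed genes with the largest changes were still called on thinned counts. Reads shared with near-identical copies were not tested, so the pattern cannot be told apart from that explanation.

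Reads outside annotated genes are a second signal the paper does not report on. They made up 32.1% of the counted reads in N-excess transition cells and 25.1% in N-limited transition cells. The 2 N-excess transition libraries, of 256753 and 92788 reads on genes, differed by 0.242 percentage points in this share, against 6.97 between the nitrogen conditions. The N-limited exponential libraries, of 96149 and 254439 reads, had shares of 29.1 and 27.8%, and the N-excess exponential ones 29.1 and 29.6%. Library size alone is therefore an unlikely cause at these sizes. No library outside the N-limited transition group reached its 657140 and 928534 reads, so larger sizes were not covered. Other causes, such as residual rRNA fragments or unannotated transcripts, were not tested, and the pattern cannot be told apart from them.

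The rRNA genes were also not discussed as transcripts. In exponential growth the 5S rRNA genes RHA1_RS04500 and RHA1_RS07110 were more abundant in N-limited cells, with log2 fold changes of 3.32 and 3.41 in edgeR. The 16S and 23S rRNA genes were not called in this comparison, but the counts on rRNA genes are what was left after the authors set aside rDNA reads and do not measure rRNA removal. Between nitrogen conditions in the transition phase the picture differed. RHA1_RS07110 was called more abundant under N-limitation, 2.27 (edgeR adjusted p = 0.000642), as was the 16S gene RHA1_RS07120, 1.37 (edgeR adjusted p = 1.04e-05). RHA1_RS04500, at 0.99, the 16S gene RHA1_RS04510 and the 23S genes were not called there. By the paper's Table S2, rRNA made up 92.4 and 90.8% of mapped reads in N-excess and 90.9 and 92.0% in N-limited exponential cells. Unequal removal or sorting of rRNA reads was not tested and cannot be told apart from a biological difference.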

How the results depend on the processing

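Among the counts of dysregulated genes, the order of the 4 comparisons stayed the same under every alternative for which all 4 were recomputed: most in the transition phase between nitrogen conditions, then between growth phases in N-excess cells, then between nitrogen conditions in exponential growth, and fewest between growth phases in N-limited cells. The counts themselves moved with the low-count filter, the depth and the tool. Part of the fall under the strictest filter follows from the genes it removes. Otherwise the cause was not tested apart from depth.

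Requiring at least 10 counts in every sample gave 485 genes in the transition phase, 199 in exponential growth, 194 in N-limited cells, 357 in N-excess cells, 673 in at least 1 comparison and 472 with a nitrogen effect that differed between growth phases. Thinned counts gave 1280, 641, 430 and 1066 genes in the 4 comparisons, 1798 in at least 1 and 858 in the test between phases. Thinned counts with the replicate block gave 1264, 625, 427 and 1040, then 1777 and 833. DESeq2 gave 678 genes in exponential growth, 432 in N-limited cells and 946 in the test between phases, and its moderated fold changes gave 435 in N-limited cells and 963 between phases. The self-test on simulated counts also recovered fewer genes after thinning, so depth limits how many genes can be called.

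With the replicate block but no thinning the counts were 2038, 1028, 693 and 1575, 2847 in at least 1 comparison and 1457 between phases, so pairing the samples by number changed little. The same-numbered correlations across genes, -0.00859, -0.0106, 0.0452 and 0.00518, were near 0 for the 4 comparisons. At an adjusted p under 0.01 the counts were 1826, 805, 538 and 1340, with 2509 in at least 1 comparison. Total counts in place of TMM gave 2061 genes in the transition phase, as many as TMM, although 10 genes were called only by each. It gave 1119 in exponential growth, 685 in N-limited cells, 1688 in N-excess cells, 2965 in at least 1 comparison and 1491 between phases. Across the 4 fits that each left out a sample outside the comparison, the counts ran from 2058 to 2101 in the transition phase, from 1006 to 1021 in exponential growth, from 673 to 693 in N-limited cells and from 1557 to 1649 in N-excess cells. Leave-one-out counts were not run for genes in at least 1 comparison or for the test between phases, since leaving out a sample always leaves 1 of their groups with a single sample.

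The log2 fold change of atf8 was 5.73 and stayed called in every fit with a test. With each sample left out it ran from 5.40 to 7.18, the highest without replicate 1 of N-excess transition cells. Its level in N-limited transition cells was 1512 CPM, 1109 with the paper's reads used for RPKM as library size and 1688 with the TMM effective library size, and from 1502 to 1522 with each replicate left out. The summed level of the 4 PAP2 genes was 10.5 CPM, 7.70 with the paper's reads used for RPKM, and stayed within the replicate spread otherwise.

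Changes of direction came from genes with small effects. atf3 was -0.69 when divided by sigA. That division lowered every gene compared, since sigA itself had a log2 fold change of 0.97. The reversal of atf3, at 0.36 in the edgeR model, therefore follows from the scaling. With each sample left out, atf2 ran from -0.0274 to 1.79, RHA1_RS09865 from -0.62 to 0.11, RHA1_RS30985 from -0.71 to 0.15 and RHA1_RS00465 from -0.10 to 0.40. For RHA1_RS00465 the 2 reversed values were -0.0893 and -0.102. RHA1_RS30965 was -0.0101 with thinned counts and -0.017 with the block as well. With each sample left out it ran from -0.052 to 0.25, and -0.0482 was the other reversed value. RHA1_RS29865 was 0.000184 with no low-count filter and 0.029 without rRNA genes, and ran from -0.30 to 0.0266 with each sample left out. For the genes other than atf3 the cause was not tested. Over all 110 results for named genes, 1877 recomputed values were compared: 1723 kept direction and call, 23 became weaker, 15 stronger, 103 moved by more than the replicate spread and 13 reversed. Of the 103 moved values, 51 came from leaving out replicate 1 of N-excess transition cells, which leaves only the smallest library in that group.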

Differences from the paper's values

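Of the 164 genes of Table S4, 158 were compared with the paper's fold changes, and 157 moved in the same direction. Fold changes of 28 genes differed by more than 1.5 times and by more than the replicate spread, or by more than 1.5 times where a transition-phase library had no reads. For 27 of them the value with DESeq2's moderated fold changes, an alternative set before the data were examined, fell within these limits of the paper's. Among the 28, glnA3, RHA1_RS31145, pcaL, pcaR, RHA1_RS11600, RHA1_RS16380, RHA1_RS16390, RHA1_RS14920, RHA1_RS14725 and RHA1_RS14730 had no reads in either N-excess transition library. Their edgeR fold changes depend on the small count edgeR adds, so the size of their difference from the paper's values is not informative.

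In edgeR, nasE, RHA1_RS13710 and RHA1_RS13715 had fold changes of 211, 37.0 and 57.3, against 112, 22.4 and 30 in the paper and 111, 21.6 and 29.2 with DESeq2's moderated fold changes. RHA1_RS13720, glnA3 and RHA1_RS13735 had fold changes of 36.6, 257 and 26.1, against 21.1, 30.3 and 15.5 in the paper and 20.5, 27.3 and 14.6 with DESeq2's moderated fold changes. RHA1_RS31130, RHA1_RS31135 and RHA1_RS31145 had fold changes of 899.8, 296 and 676, against 535, 154 and 74.7 in the paper and 539.9, 153 and 69.5 with DESeq2's moderated fold changes.

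In edgeR, pcaG, pcaB and pcaL had fold changes of 55.6, 192 and 1358, against 30.8, 86.4 and 122 in the paper and 29.9, 84.5 and 117 with DESeq2's moderated fold changes. pcaR, catC and RHA1_RS11600 had fold changes of 797, 818 and 144, against 73.5, 302 and 18.2 in the paper and 70.1, 296 and 16.0 with DESeq2's moderated fold changes. benD, RHA1_RS06265 and RHA1_RS34950 had fold changes of 628, 19.6 and 20.4, against 328, 12 and 12.7 in the paper and 323, 11.6 and 12.3 with DESeq2's moderated fold changes.

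In edgeR, RHA1_RS16375, RHA1_RS16380 and RHA1_RS16390 had fold changes of 28.2, 370.2 and 203, against 15.7, 39.5 and 25.2 in the paper and 15.5, 37.5 and 23.3 with DESeq2's moderated fold changes. RHA1_RS16395, RHA1_RS14920 and acpS had fold changes of 39.7, 158 and 74.2, against 23.9, 18.6 and 48.3 in the paper and 23.3, 16.6 and 47.6 with DESeq2's moderated fold changes. RHA1_RS14290, RHA1_RS14725 and RHA1_RS14730 had fold changes of 29.3, 338 and 626, against 18.2, 51.3 and 85.8 in the paper and 17.5, 42.9 and 75.9 with DESeq2's moderated fold changes.

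Of the other alternatives set before the data were examined, thinned counts, with or without the replicate block, also came within the limits for RHA1_RS13715, RHA1_RS31135, benD and acpS. Leaving out replicate 2 of N-excess transition cells did so for nasE, RHA1_RS13710, RHA1_RS13720, pcaG, RHA1_RS06265, RHA1_RS34950, RHA1_RS16375, RHA1_RS16395, acpS and RHA1_RS14290, and leaving out replicate 1 for RHA1_RS31130 and benD. Leaving out replicate 1 of N-limited transition cells did so for RHA1_RS13710, RHA1_RS06265, RHA1_RS34950 and acpS, and leaving out replicate 2 for RHA1_RS13735, RHA1_RS31130, RHA1_RS16395 and RHA1_RS14290. The remaining alternatives closed none of these gaps.

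RHA1_RS33510, which is atf11 in Fig. 1, had a signed fold change of -3.86 against the paper's 8.2, which Table S4 lists under the name atf13. No alternative set before the data were examined gave the paper's direction. RHA1_RS38620, which is atf13 in Fig. 1, had a log2 fold change of 6.03.

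For RHA1_RS14290 the paper's text gives about 100-fold and its Table S4 gives 18.2. The value here was 29.3, and no alternative came within 1.5 times of the value in the text. Without replicate 1 of N-excess transition cells, which leaves no reads of RHA1_RS14290 in that group, its log2 fold change was 8.13, beyond the value in the text, and the lowest with a sample left out was 4.45. The smallest number of reads used for RPKM in a sample was 138324, as in the paper's Table S2, while the paper's text gives 283000. This number does not depend on any alternative.

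The counts of dysregulated genes did not differ by more than 1.5 times from the paper's in the edgeR model. At an adjusted p under 0.01 the transition-phase count was 1826, equal to the paper's 1826, while the counts of the 3 other comparisons and of genes in at least 1 comparison did not equal the paper's.

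Some statements of the paper about single genes differ from the values here. The paper states that the tadD candidates were dysregulated in no comparison. RHA1_RS30680 had a log2 fold change of 2.52 between nitrogen conditions in exponential growth and 4.02 between growth phases in N-excess cells, and RHA1_RS29865 one of -1.49 between growth phases in N-limited cells. These 3 values were computed in the edgeR model only. The paper calls RHA1_RS16675 the most strongly down-regulated gene, and here the log2 fold change of RHA1_RS16680 was -12.89 against -12.04. With each sample left out RHA1_RS16680 ran from -13.13 to -12.75 and RHA1_RS16675 from -14.59 to -10.94, so the order of these 2 genes is not settled. The paper counts 8 dysregulated atf genes in the transition phase, and here 4 rose and 5 fell in edgeR. With DESeq2 atf11 was not called, and 8 atf genes were, with or without moderated fold changes.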

Other observations

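The test of sigA and the tests of the N-limited exponential replicates against changes along the growth phases were chosen only after the result was seen, and the tests of library size and normalization before.

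More genes were dysregulated between nitrogen conditions in the transition phase than in any other comparison. A difference in library size could produce this, since the N-limited transition libraries were the largest, but with all libraries thinned to the smallest this comparison had the most genes in 20 of 20 draws. Total counts in place of TMM also left it largest, with 2061 genes. GC content was not tested as a cause, so a biological origin of the order cannot be told apart from it.

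The RNA-seq and RT-qPCR fold changes of the Table 1 genes differed, and 1 candidate explanation is that sigA, the RT-qPCR reference, was itself more abundant in N-limited transition cells, with a log2 fold change of 0.97 (SE 0.16, edgeR adjusted p = 5.80e-06). Dividing counts by the sigA count changed the median absolute log2 difference from the paper's RT-qPCR values from 1.25 to 1.02, and 6 of 8 genes came closer. The effect is small, atf6 and RHA1_RS16675 moved further away, and plsC still differed by 2.46, so sigA may account for at most part of the difference.

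The 2 N-limited exponential replicates had the lowest correlation of the 4 replicate pairs, with r = 0.898 across genes. Replicate 2 might have been sampled later. Across the 4076 genes the difference between the replicates correlated with the change from N-excess exponential to N-limited transition cells at r = 0.0917, and at 0.106 on thinned counts. That change also carries the nitrogen effect, so these values do not exclude later sampling. Against the change from exponential to transition phase in N-limited cells, r on thinned counts was 0.187, just under the limit of 0.2 set for this test. On the third principal component replicate 2, at -14.2, lay between replicate 1, at -43.6, and the N-limited transition samples, at 23.0 and 25.1. Later sampling of replicate 2 therefore remains open. Genes are not independent replicates. The test of library size on these low correlations is not decisive. The N-excess transition pair had nearly the same read numbers, 256753 and 92788 against 254439 and 96149, but r = 0.924 and a chi-square per degree of freedom of 1.07, against 2.39 for the N-limited exponential pair, so counting noise at this depth does not account for the difference. The larger N-limited transition libraries, the best correlated pair, had 2.48, so a high chi-square does not by itself mark a poorly correlated pair.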
